# Multiomics-based characterization of specialized metabolites biosynthesis in *Cornus Officinalis*

**DOI:** 10.1093/dnares/dsaa009

**Published:** 2020-05-19

**Authors:** Amit Rai, Megha Rai, Hidetaka Kamochi, Tetsuya Mori, Ryo Nakabayashi, Michimi Nakamura, Hideyuki Suzuki, Kazuki Saito, Mami Yamazaki

**Keywords:** Cornus officinalis, specialized metabolites, iridoids, gallotannins, integrative omics

## Abstract

*Cornus officinalis*, an important traditional medicinal plant, is used as major constituents of tonics, analgesics, and diuretics. While several studies have focused on its characteristic bioactive compounds, little is known on their biosynthesis. In this study, we performed LC-QTOF-MS-based metabolome and RNA-seq-based transcriptome profiling for seven tissues of *C. officinalis*. Untargeted metabolome analysis assigned chemical identities to 1,215 metabolites and showed tissue-specific accumulation for specialized metabolites with medicinal properties. *De novo* transcriptome assembly established for *C. officinalis* showed 96% of transcriptome completeness. Co-expression analysis identified candidate genes involved in the biosynthesis of iridoids, triterpenoids, and gallotannins, the major group of bioactive metabolites identified in *C. officinalis*. Integrative omics analysis identified 45 cytochrome P450s genes correlated with iridoids accumulation in *C. officinalis.* Network-based integration of genes assigned to iridoids biosynthesis pathways with these candidate CYPs further identified seven promising CYPs associated with iridoids’ metabolism. This study provides a valuable resource for further investigation of specialized metabolites’ biosynthesis in *C. officinalis.*

## 1. Introduction

*Cornus officinalis*, a deciduous tree from *Cornaceae* family and indigenous to eastern Asia, is well known for its medicinal properties.^1^ Fruits of *C. officinalis,* Corni Fructus, also referred as ‘Sanshuyu’ in Japanese and ‘shān zhū yú’ in Chinese, is an essential ingredient of several Kampo and Traditional Chinese medicinal formulations including Hachimi-gan and Rokumi-gan, among others.^2^ It is characterized to nourish liver and kidney and is often used for the treatment of kidney diseases, including diabetic nephropathy. Pharmacological studies using metabolite extracts from its fruits have shown to possess a wide range of therapeutic properties, including anti-inflammatory, anti-oxidants, anti-bacterial, anti-dementia, anti-hyperglycaemia, anti-aging, and neural protection.^3^^,^^4^ While pericarp of *C. officinalis* is primarily used as ingredients for different medicinal preparations, several studies have also reported biological activities for the leaf and seed extracts.^5–7^ Because of the wide range of medicinal properties, *Corni Fructus* is one of the 25 plant-based drugs most commonly used in China, Japan, and Korea.^8^

Till date, 305 metabolites from broad chemical families, including alkaloids, iridoids, flavones, terpenoids, polysaccharides, tannins, and essential oils, have been reported from different tissues of *C. officinalis*.^3^ Among these specialized metabolites, iridoids are regarded as the principal constituents of its medicinal properties.^4^ The Chinese pharmacopeia considers iridoids, namely, morroniside and loganin, to constitute a minimum of 1.2% of the extracted metabolites from the *C. officinalis* tissues for being regarded as suitable for use in pharmaceutical applications.^3^ Iridoid glycosides from *C. officinalis* extracts such as loganin, morroniside, and cornuside are known to possess neuroprotective, cardioprotective, hypoglycaemic, anti-osteoporotic, anti-oxidant, anti-tumour, anti-diabetic, and anti-dementia activities.^9–12^ Triterpenoids, including ursolic acid and oleanolic acid, have been reported to possess anti-cancer, anti-inflammatory, anti-oxidative, hepatoprotective, anti-ulcer, hypolipidemic, and anti-atherosclerotic activity.^13–15^ Tannins, including tri-*O-*galloyl-β-d-glucose and tetra-*O-*galloyl-β-d-glucose, are reported to have neuroprotective activity, while isoterchebin, tellimagrandin I, and gallic acid are known to prevent Alzheimer’s disease.^16–18^

Despite being a rich source of diverse metabolic content of known pharmacological properties, limited omics-resources for *C. officinalis* have restricted applications of biotechnology tools for species improvement and elucidation of biosynthetic pathways of these valuable metabolites. RNA-seq-based *de novo* transcriptome assemblies of non-model medicinal plants have proven to be a valuable genomic resource to facilitate the identification of key enzymes involved in the biosynthesis of target metabolites.^19^^,^^20^ RNA-seq approach assigns transcripts to different enzyme classes and families based on sequence similarity. This approach leads to multiple transcripts being assigned to a single biochemical reaction step^21^^,^^22^ due to the genomic redundancies in the plant kingdom. Hence, the homology-based approach by itself is not enough for narrowing down or prioritizing candidate genes involved in the biochemical reactions for further functional characterization.

Co-expression analysis as a mean to prioritize genes for functional characterization has served plant biologist well and have contributed to our present understanding of specialized metabolite biosynthesis pathways such as iridoids and triterpenoids among others.^19^^,^^23^ Biosynthesis of specialized metabolites involves a minimal set of core molecules, which then serve as the substrate for enzyme families such as cytochrome P450s (CYPs), glycosyltransferases, and acyltransferases among others to result in the enormous chemodiversity, a characteristic of plant metabolome.^19^^,^^24^ Integrating co-expression with other omics datasets further narrow down candidate gene lists by excluding false-positive gene candidates for functional characterization. Co-expression analysis, complemented with correlation-based integration of metabolome and transcriptome dataset, is established as an efficient approach facilitating the discovery of novel genes.^25–27^ While several studies have adopted targeted analysis to identify metabolites present in *C. officinalis,*^3^^,^^4^ information on the differential accumulation of specialized metabolites and biosynthesis across different tissues continues to be limited*.* Here, we performed an untargeted metabolome analysis of *C. officinalis* using seven tissues, namely, young leaf, mature leaf, young stem, mature stem, pericarp, seed, and inflorescence (Fig. 1). The same set of seven tissues was used to derive *de novo* transcriptome assembly of *C. officinalis*, and subsequently for the co-expression analysis to characterize the biosynthetic pathways of its therapeutic metabolites. Using untargeted metabolome analysis, we explored the differential distribution of specialized metabolite classes, including iridoids, triterpenoids, and gallotannins, in *C. officinalis.* Further, sequence-similarity-based annotation of the transcriptome dataset together with their co-expression analysis was used to assign candidate genes to their biosynthetic pathway. Homology-based sequence analysis coupled with transcriptome and metabolome data integration allowed us to propose candidate cytochrome P450s associated with iridoids metabolism. Connection network-based correlation analysis between iridoids and cytochrome P450s together with the assigned biosynthetic genes identified seven CYPs as the strongest candidate among the identified CYPs for further functional characterization. Our study thus provided valuable insights into the specialized metabolites biosynthetic pathway in *C. officinalis.* The metabolome and transcriptome resources established in this study, together with proposed candidate CYPs will facilitate better understanding of the biosynthesis and regulation of metabolic pathways present in *C. officinalis.*

**Figure 1:**
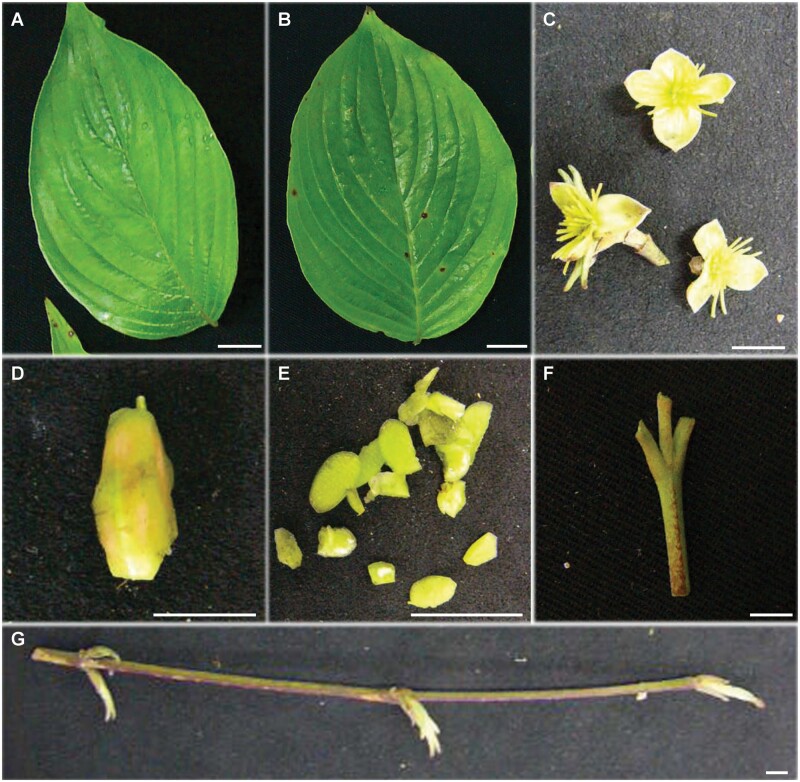
Tissues used for the systems-level study on the biosynthesis of specialized metabolites in *Cornus officinalis*. (A) young leaf; (B) mature leaf; (C) inflorescence; (D) seed; (E) pericarp; (F) young stem; and (G) mature stem; the bars represent 1 cm.

## 2. Materials and methods

### 2.1. Plant material

*Cornus officinalis* plants were maintained under natural conditions at the medicinal garden, Chiba University. All the seven tissues of *C. officinalis,* namely, young leaf, mature leaf, young stem, mature stem, pericarp, seed, and inflorescence (Fig. 1) were harvested on ice and immediately snap-frozen using liquid nitrogen. The harvested tissues were then stored at −80°C until further processing.

### 2.2. Untargeted metabolite profiling

The tissues were freeze-dried using a freeze dryer (FDU-2200, Tokyo Rika-Kikai, Japan). The samples were added with 50 μl of HPLC-grade methanol (Wako, Japan) and 2.5 μM of lidocaine (Wako, Japan) per milligram of dry weight. Further, the mixture was homogenized using mixer mill (MM300, Retsch) with zirconia beads for 7 min at 18 Hz, 4°C, and then centrifuged at 15,000 ***g*** for 10 min. The supernatant was subsequently filtered using a 96-well Oasis HLB μElution plate (Waters Inc., USA). The MS and MS/MS (MS^2^) datasets were acquired as described previously.^28^ The extracts (1 μl) were analysed using LC-QTOF-MS (LC, Waters Acquity UPLC system; MS, Waters Xevo G2 Q-Tof). Analytical conditions were as follows; LC: column, Acquity bridged ethyl hybrid C18 (1.7 μm, 2.1 mm × 100 mm, Waters); solvent system, solvent A (water including 0.1% formic acid) and solvent B (acetonitrile including 0.1% formic acid); gradient programme, 99.5%A/0.5%B at 0 min, 99.5%A/0.5%B at 0.1 min, 20%A/80%B at 10 min, 0.5%A/99.5%B at 10.1 min, 0.5%A/99.5%B at 12.0 min, 99.5%A/0.5%B at 12.1 min and 99.5%A/0.5%B at 15.0 min; flow rate, 0.3 ml/min at 0 min, 0.3 ml/min at 10 min, 0.4 ml/min at 10.1 min, 0.4 ml/min at 14.4 min, and 0.3 ml/min at 14.5 min; column temperature, 40°C; MS detection: capillary voltage, +3.0 keV, cone voltage, 25.0 V, source temperature, 120°C, desolvation temperature, 450°C, cone gas flow, 50 l/h; desolvation gas flow, 800 l/h; collision energy, 6 V; mass range, *m/z* 100‒1,500; scan duration, 0.1 s; inter-scan delay, 0.014 s; data acquisition, centroid mode; polarity, positive: scan duration, 1.0 s; inter-scan delay, 0.1 s. MS2 data were acquired in the ramp mode as the following analytical conditions: (1) MS: mass range, *m/z* 50–1,500; scan duration, 0.1 s; inter-scan delay, 0.014 s; data acquisition, centroid mode; polarity, positive/negative; and (2) MS^2^: mass range, *m/z* 50–1,500; scan duration, 0.02 s; inter-scan delay, 0.014 s; data acquisition, centroid mode; polarity, positive/negative collision energy, ramped from 10 to 50 V. The MS^2^ spectra of the top 10 ions, with counts over 1,000 in MS scan, were acquired and moved further to the next top 10 ions based on MS-scan at a given run-time, while the acquisition was not performed if the ion intensity was <1,000. Data were processed using MS-DIAL^29^ with default parameters. Metabolite peaks were normalized through comparison with lidocaine (internal standard) and were used for Principal Component Analysis (PCA). To assign putative chemical identities to the acquired metabolite peaks, they were mapped onto the KNApSAcK database^30^ and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway database.^31^

For MS^2^-based validation of metabolites’ identity, we first prepared a comprehensive list of metabolites being previously reported in the *Cornus* genus and used it as a database to explore mass-features identified in *C. officinalis*. Subsequently, mass-features with mass-error of 10 ppm or less, when compared with previously reported metabolites, were selected and analysed further by MS-FINDER.^32^ Chemical identities were assigned to the mass-features by matching the MS^2^ fragmentation pattern with the MS^2^ ions of the corresponding metabolite as reported in previous studies or as predicted by *in silico* fragmentation by MS-FINDER as described elsewhere.^33^

### 2.3. RNA isolation, cDNA synthesis, and library construction

The tissue samples were homogenized for RNA extraction. RNA samples with RNA integrity number over 8.0 were used for cDNA library synthesis. The extraction of RNA, RNA integrity analysis to check the quality of RNA, and synthesis of the corresponding cDNA libraries were performed as described elsewhere.^34^

### 2.4. Illumina sequencing and transcriptome assembly

The cDNA libraries generated for different tissues of *C. officinalis* were sequenced using Illumina HiSeq™ 2000 (Illumina Inc., USA) to obtain paired-end read with an average read-length of 101 bps. The construction of cDNA libraries and their sequencing were performed at Kazusa DNA Research Institute, Japan. The raw sequence reads were then pre-processed to remove adaptor sequences, low-quality reads, short-read as well as ambiguous read sequences, using Trimmomatic programme.^35^ The high-quality reads were subsequently used to generate *de novo* transcriptome assembly.

For the generation of *de novo* transcriptome assembly, three popular assemblers, namely, CLC genomics workbench (https://www.qiagenbioinformatics.com/, 8 May 2020, date last accessed), Trinity^36^ with default parameters, and SOAPdenovo-Trans^37^ with six different k-mer sizes, namely, 31, 41, 51, 63, 71, and 91, were used. The transcriptome assembly resulting from SOAPdenovo-Trans with k-mer 41 showed best assembly statistics compared with other used k-mers and was selected for further use. The SOAPdenovo-Trans assembly (k-mer size 41) was concatenated with individual assembly derived from Trinity and CLC genomics workbench (Table 1)*.* The concatenated transcriptome assembly was further processed using CD-HIT-EST^38^ to remove any sequence redundancy, as described previously.^34^ For assessing the completeness of *C. officinalis* transcriptome assembly, we performed Benchmarking Universal Single-Copy Orthologs (BUSCO v.3.0.2) analysis^39^^,^^40^ using embryophyta_odb10 database.

**Table 1:** Summary of assembly statistics for *de novo* transcriptome assembly of *Cornus officinalis* based on three popular assemblers and their combination

	Kmer	No. of contigs	N50	Average length	Median length	Max length	*n*>500	*n*>1,000	Total (bp)
CLC	20	146,234	1,126	719	408	15,296	58,038 (39.7%)	28,711 (19.6%)	105,178,010
Trinity	25	404,394	1,230	734	403	15,776	165,229 (40.9%)	86,837 (21.5%)	296,953,277
SOAP*de novo*-*trans*	31	147,639	1,239	720	384	15,241	59,300 (40.2%)	31,550 (21.4%)	106,284,821
	41	148,423	1,257	715	373	15,334	57,918 (39.0%)	31,474 (21.2%)	106,155,312
	51	146,829	1,212	687	355	15,635	54,376 (37.0%)	29,330 (20.0%)	100,898,210
	63	135,683	1,171	661	334	15,335	47,621 (35.1%)	25,858 (19.1%)	89,665,413
	71	109,186	1,214	695	353	15,321	41,108 (37.6%)	22,627 (17.8%)	75,905,071
	91	28,652	1,415	936	650	12,222	16,748 (58.5%)	9,866 (34.4%)	26,826,153
CLC_Trinity_SOAP*de novo* (kmer41)_CD-HIT-EST	N.A.	304,371	1,250	742	404	15,776	124,460 (40.9%)	65,774 (21.6%)	22,575,399

### 2.5. Functional annotation, classification of assembled unigenes, and KEGG pathway mapping

For annotation of the *de novo* transcriptome assembly of *C. officinalis,* Blastx-based homology search was performed against the NCBI-non-redundant (NCBI-nr) database with an E-value cut-off as 1E-5, and the maximum number of hits set as 20. The top-blast hit was used to annotate the *de novo* transcriptome assembly. Subsequently, the associated EC number, GO terms, and KEGG pathway-based annotation was retrieved using BLAST2GO software.^41^

### 2.6. Microsatellite detection

The *de novo* transcriptome assembly of *C. officinalis* was analysed to identify the composition, frequency, and distribution of simple sequence repeats (SSRs) using MISA software.^42^ The search parameters were similar to as described elsewhere.^34^ The identified microsatellites and identification summary are provided in Table 2 and Supplementary Table S5.

**Table 2:** Statistics of simple sequence repeats (SSRs) detected in *Cornus officinalis*

Summary of identified SSRs in the *Cornus officinalis de novo* transcriptome assembly	
Total number of sequences examined	304,371
Total size of examined sequences (bp)	225,753,992
Total number of identified SSRs	95,533
Number of SSR containing sequences	70,222
Number of sequences containing >1 SSR	18,601
Number of SSRs present in compound formation	10,953
Distribution of different repeat type classes identified in the *Cornus officinalis de novo* transcriptome assembly	
Mono-nucleotides	38,599
Di-nucleotides	45,827
Tri-nucleotides	9,802
Tetra-nucleotides	712
Penta-nucleotides	168
Hexa-nucleotides	425

### 2.7. Expression analysis and assigning unigenes to specialized metabolite biosynthesis pathway

The processed RNA-seq reads for an individual tissue were mapped to the *de novo* transcriptome assembly of *C. officinalis* using Bowtie 2.0 programme.^43^ Subsequently, RSEM programme^44^ was used to estimate transcripts expression as Fragments Per Kilobase of transcript per Million mapped reads (FPKM) values, which were subsequently used to calculate the correlation between transcriptome profiling dataset of all seven tissues. Candidate genes for iridoids, triterpenoids, and gallotannins biosynthesis pathways were assigned using sequence homology and co-expression analysis, as previously described.^45^ Briefly, unigenes annotated as enzymes based on sequence similarity for a biosynthesis pathway under consideration were selected and used for co-expression analysis. Hierarchical clustering using the co-expression matrix identified a single gene cluster representing all known enzymes for an individual biosynthesis pathway. Previous studies have shown the co-expression of genes associated with iriroids,^46–49^ triterpenoids,^34^^,^^50–52^ and several others specialized metabolites biosynthetic pathways. Therefore, unigenes from these highly co-expressed gene clusters were assigned to the respective biosynthesis pathways.

### 2.8. Integrative data analysis

The transcripts annotated as cytochrome P450 with a length of over 500 bp and expression in FPKM values over five in at least one of the seven tissues were filtered. Subsequently, the Spearman matrix-based correlation analysis was performed between the filtered CYPs and identified metabolites classified as iridoids in this study. For this, the expression data of selected CYPs across seven tissues were used together with the intensities for iridoids (as total peak area) to calculate the Spearman correlation coefficient. The CYPs with a higher correlation coefficient (*R*^2^>0.85) was selected as the candidate CYPs. Further, the correlation of those candidate CYPs was calculated with the genes assigned to the iridoid biosynthetic pathway. Cytoscape^53^ (version 3.7.2) was used to visualize the relationship between the iridoids and candidate CYPs.

### 2.9. Phylogenetic analysis

The selected candidate CYPs were translated to their corresponding protein using the Translate tool from ExPASy (https://web.expasy.org/translate/, 8 May 2020, date last accessed) by selecting the translation frame that resulted in the longest amino acid sequence while starting with methionine. Protein sequences of the candidate transcripts together with representatives of major CYP families reported in plants were aligned using MUSCLE programme,^54^ and evolutionary history was inferred using the Maximum Likelihood method adopting Dayhoff *w*/freq model using MEGA X software,^55^ with bootstrap values of 1,000.

## 3. Results and discussion

### 3.1. Untargeted metabolic profiling revealed complex metaboconstituents of *Cornus officinalis*

In order to understand the metabo-constitutes of *C. officinalis* across different tissues*,* we extracted metabolites from seven tissues of *C. officinalis* and performed untargeted metabolic profiling (Fig. 1). The acquired raw-data were pre-processed for peak detection and alignment using MS-DIAL,^29^ resulting in a total of 11,017 mass-features in the positive ion mode (Supplementary Table S1). PCA using the normalized intensities for the aligned mass-features showed seven tissues separated as four distinct groups along PC1 and PC2 axes (Fig. 2A). Young leaf and mature leaf were grouped and separated along the PC1 axis with another group constituting young stem, mature stem, and inflorescence. Pericarp and seed tissues were separated along the PC2 axis as distinct tissue groups. The PCA score plot validates the quality of acquired metabolite profiling dataset as we efficiently captured the tissue-wise accumulation of metabolites that contributes to their specific medicinal uses.

**Figure 2:**
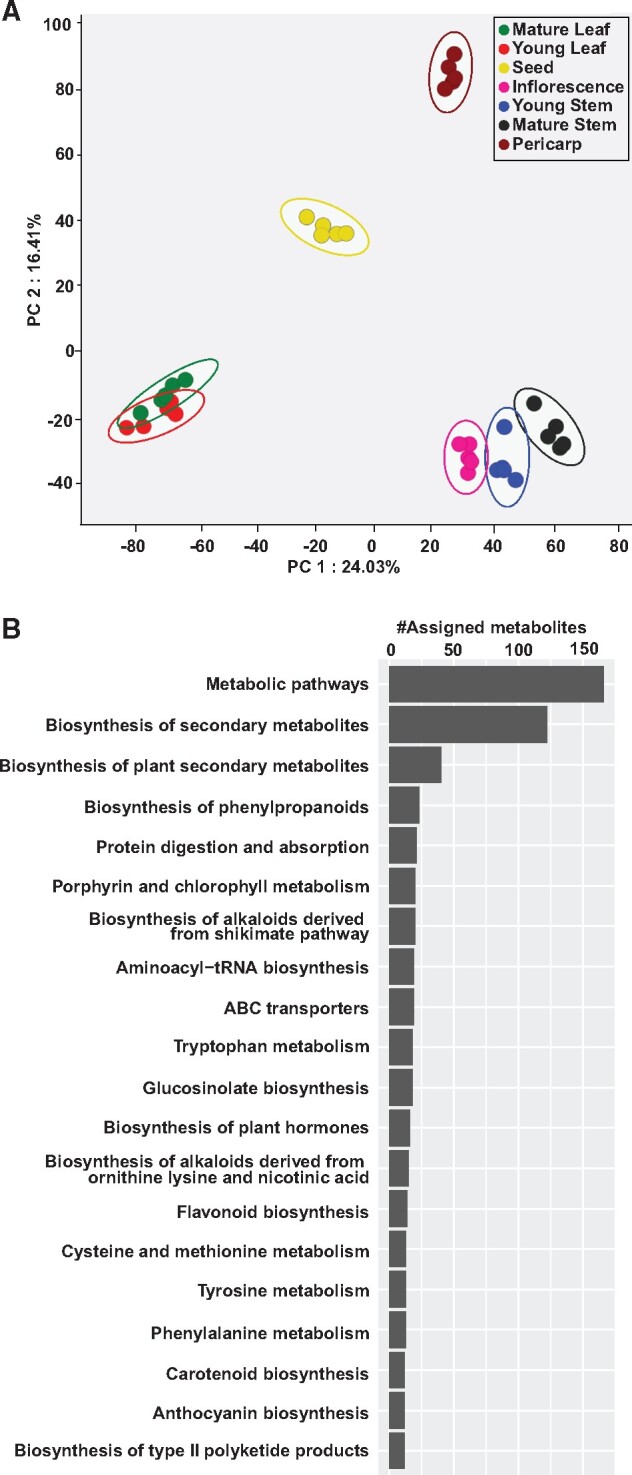
Untargeted metabolome analysis for seven tissues of *Cornus officinalis.* (A) Principal component analysis using metabolome profiling for seven tissues of *C. officinalis.* (B) The top 20 KEGG pathways based on the number of assigned metabolites being detected in this study.

In an attempt to gain insights into the overall metabo-constitutes of *C. officinalis*, the acquired mass-features were searched against the KNApSAcK database^30^ with an allowed mass-error window of 10 ppm. In total, we assigned 2,155 mass-features to a corresponding KNApSAcK ID (Supplementary Table S2). Further, to explore the active metabolic pathways in *C. officinalis*, the aligned mass-features were mapped to the KEGG pathway database.^31^ The top three KEGG pathways based on the number of mass-features being assigned included metabolic pathways, biosynthesis of secondary metabolites, and biosynthesis of plant secondary metabolites (Fig. 2B and Supplementary Table S2). The top 20 KEGG pathways assigned to *C. officinalis* metabolome datasets also included several secondary metabolic pathways including biosynthesis of phenylpropanoids, biosynthesis of alkaloids derived from the shikimate pathway, biosynthesis of alkaloids derived from ornithine, lysine, and nicotinic acid, flavonoid biosynthesis, carotenoid biosynthesis, anthocyanin biosynthesis, and biosynthesis of type II polyketide products. Metabolites mapped to the KEGG pathways corresponding to the biosynthesis of alkaloids and flavonoids were highly accumulated in inflorescence, mature stem and young stem (Supplementary Fig. S1A and B and Table S1), while those mapped to the biosynthesis of phenylpropanoids were highly accumulated in pericarp and mature stem (Supplementary Fig. S1C). The majority of the metabolites corresponding to the biosynthesis of terpenoids was highly accumulated in mature leaf and young stem of *C. officinalis* (Supplementary Fig. S1D)*.* Untargeted metabolite profiling using multiple tissues of *C. officinalis* revealed rich chemo-diversity of specialized metabolites accounts for its broad medicinal properties. Against 305 metabolites being previously reported in *C. officinalis,*^3^ the number of mass-features putatively assigned to specialized metabolites in this study suggests the presence of hundreds of metabolites never reported before. While structural determination and compound identification for all of these metabolites seem unfeasible due to technical limitations, nonetheless our data does represent characteristic plant metabolite diversity. The putatively assigned mass-features can serve as candidates for future validation and structural determination, the discovery of which could be prioritized based on its pharmacological importance. Therefore, the metabolome data obtained in this study will be a valuable resource in exploring the metabolic pathways present in *C. officinalis.*

### 3.2. Accumulation of specialized bioactive metabolites in *Cornus officinalis* occurs in a tissue-specific manner

From the mass-features detected in our metabolome dataset, we focused on specialized metabolites reported from *Cornus* genus and identified a total of 49 metabolites through investigation of their MS^2^-based fragmentation pattern summarized in Supplementary Table S3. Correlation based on the accumulation pattern of these 49 metabolites across seven tissues is shown as a heatmap in Fig. 3A. Metabolites were grouped into four clusters, and their accumulation trends were primarily based on the associated chemical families. Metabolites in cluster 1, 50% of which included phenylpropanoids, were highly accumulated in young leaf and mature leaf of *C. officinalis* (Fig. 3B)*.* Cluster 2, predominantly constituted of gallotannins, was highly accumulated in seed except for ellagic acid, which showed the highest accumulation in inflorescence of *C. officinalis* (Fig. 3C). Cluster 3 included all the four triterpenoids and 60% of all the iridoids being identified in this study, with higher accumulation in young stem, mature stem, and inflorescence of *C. officinalis* (Fig. 3D). Morroniside, an iridoid grouped in this cluster, was an exception having the highest accumulation in pericarp. Cluster 4, including two iridoids, namely, loganin and verbenalin together with few other metabolites, was highly accumulated in pericarp of *C. officinalis* (Fig. 3E). Morroniside and loganin, which are the standards described by Chinese pharmacopeia for the assessment of herb quality, were highly accumulated in pericarp and are consistent with the tissue primarily being used for the medicinal purpose.^3^ Correlation of metabolites from the same chemical families have previously been reported in *Arabidopsis*^56^ and tomato,^57^ and our results showed similar metabo-properties in *C. officinalis*.

**Figure 3:**
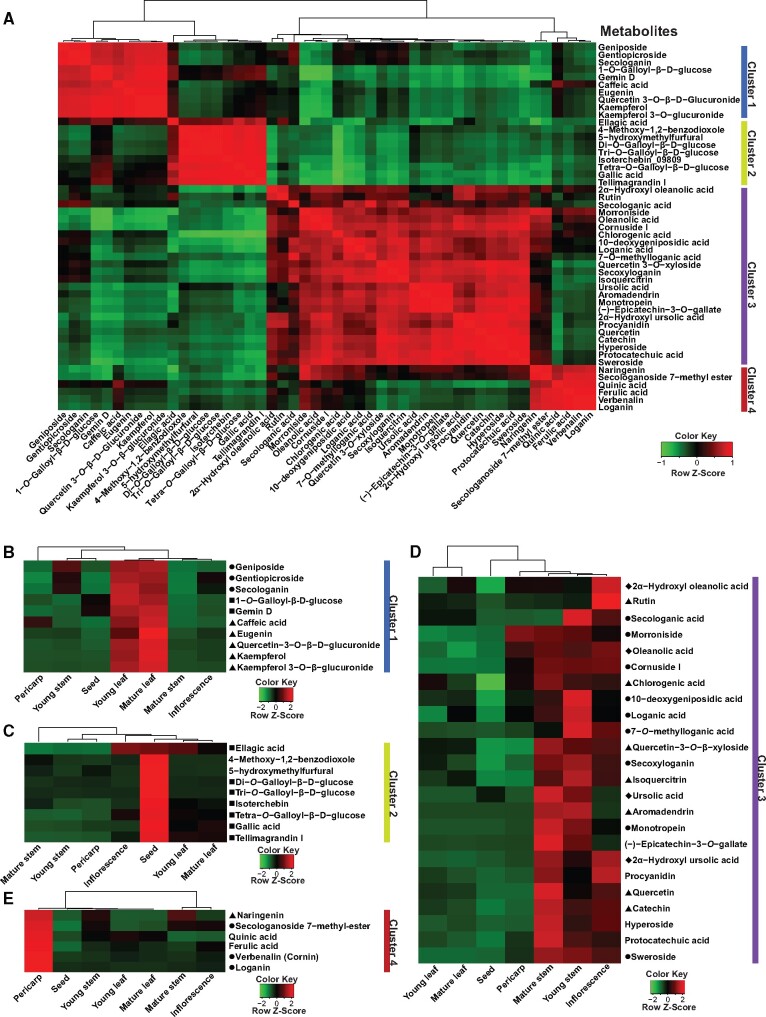
Correlation analysis and accumulation pattern of MS^2^ confirmed metabolites in *Cornus officinalis*. (A) Spearman correlation coefficients were calculated between chemically assigned metabolites using accumulation levels across seven tissues of *C. officinalis*. Correlation scores are plotted as a heatmap with corresponding metabolite names represented along the *X*- and *Y*-axes. Hierarchical clustering based on correlation scores for metabolites formed four distinct groups, named as four metabolite clusters. (B–E) Accumulation of metabolites grouped into four distinct metabolite clusters across seven tissues of *C. officinalis*. Circle, square, diamond, and triangle shapes before the names of chemically assigned metabolites correspond to iridoids, gallotannins, triterpenoids, and phenylpropanoids metabolite families, respectively.

While our metabolome datasets do reiterate the importance of pericarp of *C. officinalis* for medicinal purpose, the accumulation of important medicinal metabolites including gallotannins and several of the iridoids and triterpenoids having anti-inflammatory, neuroprotective effects, hypoglycaemic, and anti-oxidant activities were also highly accumulated in the other plants’ tissues including stem and leaf. Results obtained from this study, therefore, clearly suggest the importance of different tissues apart from fruits for the extraction of bioactive metabolites.

### 3.3. *De novo* transcriptome assembly established simple sequence repeats database of *Cornus officinalis*

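RNA from 2 leaf stages (young and mature), 2 stem stages (young and mature), pericarp, seed and inflorescence of *C. officinalis* was sequenced on an Illumina HiSeq instrument, with 1 strand-specific library per tissue. The sample labels give an age of 12 years and the same plant material for all 7 tissues. With 1 library per tissue, differences between tissues have no replicate check, and no p-value is given across unigenes. The authors trimmed the reads, assembled them *de novo* into 304371 unigenes, mapped the reads of each tissue back with Bowtie and estimated expression as FPKM with RSEM. The values used here are these FPKM values for every unigene in every tissue. Their sum per library lay between 876794 in young stem and 992186 in mature stem. The 10 unigenes with the highest FPKM held between 4.63% of that sum in young stem and 10.8% in pericarp. FPKM carries no read counts, so the relative depth was read from the smallest steps in the values, on unigenes above 0 in exactly 2 libraries. Relative to young stem, 1 fragment was worth 1.07 times the FPKM in seed, 1.15 times in young leaf and in mature leaf, 1.47 times in pericarp and 1.74 times in inflorescence. A larger value of 1 fragment means a shallower library. In mature stem only 1.62% of 619 unigenes shared a common step, so its depth could not be read. Enzyme names were taken from Supplementary Tables S8–S11, where they rest on similarity to proteins of other species. Metabolite levels are the paper's values from Supplementary Table S3, as total peak area in 5 replicates per tissue. Expression was compared between tissues as FPKM, or as log2(FPKM + 1) for correlations between unigenes or libraries.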

For a comprehensive representation of *C. officinalis* transcriptome, we conducted RNA-sequencing of the same seven tissues that were used for metabolome analysis. The sequencing reads were processed using Trimmomatic programme,^35^ resulting in over 15.1 Gbp clean sequencing reads (Supplementary Table S4). These sequencing reads were subsequently used to derive the *de novo* transcriptome assembly. In order to enhance the contiguity of assembly and maximize the diversity of assembled transcripts, we derived *de novo* transcriptome assembly by concatenating the primary assemblies generated using Trinity,^36^ SOAPdenovo-Trans,^37^ and CLC genomics workbench (https://www.qiagenbioinformatics.com/, 8 May 2020, date last accessed), following which the redundancies were removed using CD-HIT-EST programme.^38^ The final hybrid *de novo* transcriptome assembly included a total of 304,371 unigenes with an average length and N50 as 742 and 1,250 bp, respectively (Table 1). For the quantitative assessment of the *C. officinalis de novo* transcriptome assembly, we performed BUSCO analysis^39^ using 1,614 conserved gene clusters across 60 plant species. BUSCO analysis determined 96% completeness of our assembly, thus demonstrating excellent gene representation of *C. officinalis* transcriptome assembly. Among identified genes, 365 (22.6%) were complete and single-copy genes, 1,184 (73.4%) were completed and duplicated genes, and 34 (2.1%) were fragmented genes (Supplementary Fig. S2A). A high percentage of duplicated genes identified by BUSCO analysis may suggest a potential whole-genome duplication event for *C. officinalis.* The length of the assembled unigenes of *C. officinalis* ranged between 196 and 15,677 bps, with the length of 179,678 unigenes <500 bps and 1,068 unigenes with length over 5,000 bps (Supplementary Fig. S2B).

We scanned the *de novo* transcriptome assembly using MISA software^42^ to identify SSRs in *C. officinalis.* SSRs are short DNA stretches consisting of a 1–6 nucleotide motif repeated, several times in tandem. SSRs undergo rapid mutation resulting in the genetic diversification among closely related species, and hence are considered as a marker for determining genetic variations with close and distant plant species.^58^^,^^59^ In total, 95,533 SSRs were identified, of which di-nucleotide repeat classes formed the largest fraction (47.9%), followed by mono- (40.4%) and tri-nucleotide (10.2%) repeat classes (Table 2). The tetra-, penta-, and hexa-nucleotide repeat classes account for only a small fraction of the total SSRs identified in *C. officinalis*. All the identified SSRs in *C. officinalis* has been listed in Supplementary Table S5. SSRs are widely used to access genetic diversity, for the development of the genetic map, and therefore, represent valuable resources being used for population genetic studies.^60^^,^^61^ The SSRs of *C. officinalis* identified in this study would serve as an important resource for the determination of functional genetic variation in future studies.

### 3.4. Functional characterization and expression analysis using *de novo* transcriptome of *Cornus officinalis*

The assembled unigenes were subsequently used for annotation to understand their putative function within the biological system. Overall, 140,343 transcripts constituting about 46.1% of the total assembled unigenes were annotated based on their homology search against the NCBI-nr database (http://www.ncbi.nlm.nih.gov, 8 May 2020, date last accessed; formatted on February 2019, Fig. 4A, Supplementary Table S6). Results obtained from Blastx-based annotation showed that the majority of the sequences had significant homology against the sequences present in the NCBI-nr database, with 79,312 unigenes having over 80% sequence-similarity with its corresponding hit (Supplementary Fig. S2C). Top-hit species distribution showed that the assembled unigenes of *C. officinalis* had high sequence-similarity with sequences from *Vitis vinifera, Nelumbo nucifera, Theobromo cacao, Juglans regia,* and *Ziziphus jujube* (Fig. 4B)*.* Despite being an Asterid and from the Cornales order, the first five top-hit species based on Blastx analysis belong to Rosids or early-diverging eudicots, which could very well be due to greater representation of sequenced plant genomes from Rosids clade. The results from Blastx search were used to assign gene ontology (GO) terms, enzyme commission (EC) number, and associated KEGG pathway using BLAST2GO software.^41^ Of the 140,343 annotated unigenes, 117,436 unigenes were assigned with a GO-term under three major GO-categories, namely, cellular component, molecular function, and biological process. The GO-terms having the maximum number of assigned unigenes included intracellular, heterocyclic compound binding, and organic substance metabolic processes under the cellular component, molecular function, and biological process category, respectively (Fig. 4C). KEGG database-based pathway mapping of the assembled unigenes resulted in 33,590 unigenes being assigned to 144 pathways (Supplementary Table S7). Top 20 KEGG pathways based on the number of transcripts being assigned are summarized in Fig. 4D. Annotation and functional characterization of *C. officinalis* transcriptome assembly captured all major biosynthesis pathways and complete coverage of the active biological processes, thus confirming the suitability of this resource to perform down-stream applications, including co-expression and integrative omics analysis.

**Figure 4:**
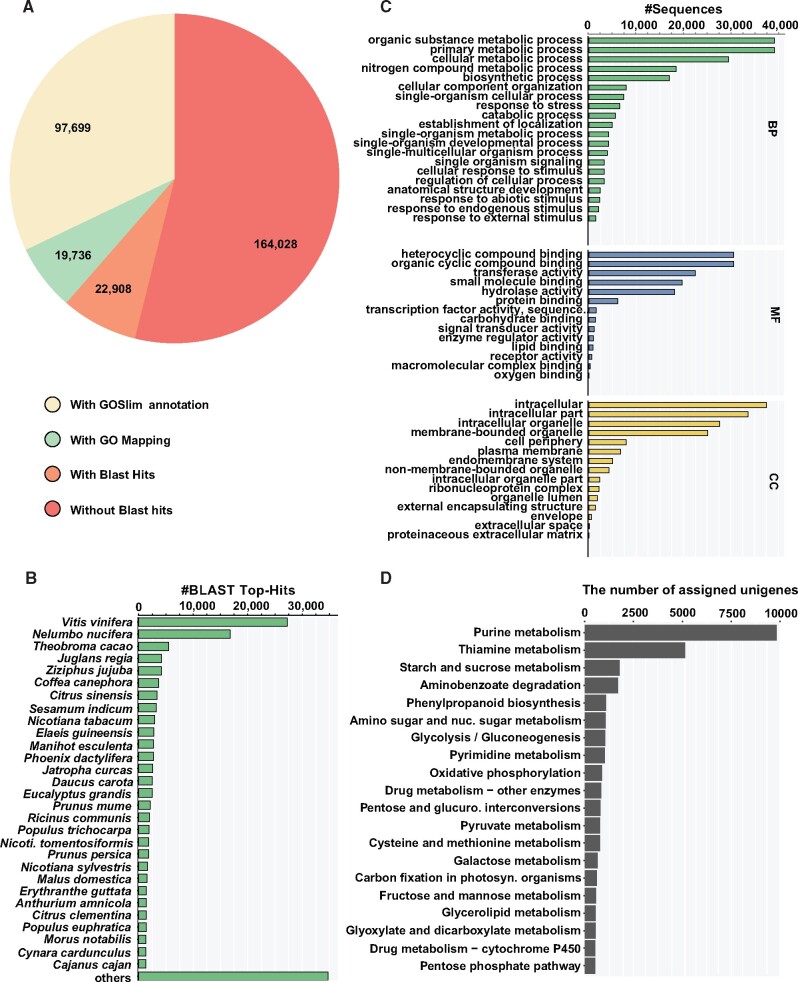
Functional annotation of the *de novo* transcriptome assembly of *Cornus officinalis.* (A) Blastx-based data distribution summary for the annotated transcripts of *C. officinalis.* (B) Blastx top-hit species distribution for the assembled transcripts. (C) Blastx-based GO terms for all the annotated transcripts are summarized in three broad categories; biological processes (BP), molecular function (MF), and cellular components (CC); and (D) top 20 KEGG pathways represented by the annotated transcripts of *C. officinalis* based on the number of assigned transcripts.

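Young stem and seed expressed the widest range of unigenes, with 151729 and 146245 unigenes at an FPKM above 0. Pericarp followed with 131116, mature leaf with 127640, young leaf with 126910 and inflorescence with 126561. Many of these unigenes were expressed at a low level: the median FPKM of the active unigenes was 1.25 in young stem, 1.3 in seed, 1.17 in mature leaf, 1.19 in young leaf, 1.49 in pericarp and 1.70 in inflorescence. At an FPKM of at least 1, young stem kept 90086 unigenes and seed 87988, followed by inflorescence with 86881 and pericarp with 86039. Young leaf and mature leaf kept 71545 and 71394 unigenes. Of the libraries whose depth could be read, young stem and seed were also those in which 1 fragment was worth the least FPKM.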

*De novo* transcriptome assembly was used to perform expression analysis across seven tissues of *C. officinalis.* Among the tissues*,* young stem with 151,729 unigenes and seed with 146,245 unigenes showed the highest number of transcriptionally active unigenes (FPKM > 0). In comparison, mature stem with 70,055 unigenes had the lowest number of transcriptionally active unigenes. 

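The mature stem library measured a largely separate set of unigenes. Of its 70055 active unigenes, 56492 (80.6%) were listed at 0 in all other 6 tissues, whereas in the other tissues this share lay between 2.93% in young leaf and 6.29% in inflorescence. The active unigenes of mature stem had a median FPKM of 5.85, and 61973 of them reached an FPKM of 1. A total of 94.7% of the summed FPKM of mature stem lay on 60207 unigenes whose FPKM in each other tissue was below 1% of the mature stem value. This share was 0.829% in mature leaf, 0.873% in young leaf, 1.4% in young stem, 1.73% in pericarp, 7.75% in inflorescence and 9.01% in seed. The reverse held for unigenes expressed throughout the rest of the plant. Of 5988 unigenes with an FPKM of at least 10 in all other 6 tissues, 3419 (57.1%) were listed at 0 in mature stem, and 12 had a mature stem FPKM within 10 times of their median elsewhere. Of 4271 unigenes whose FPKM stayed within 2 times across the other tissues, 3290 (77.0%) were listed at 0 in mature stem. Unigene174869 and Unigene287611 had an FPKM of 4132 and 2949 in mature stem and were listed at 0 elsewhere. Unigene008057 had an FPKM between 401 in inflorescence and 1458 in seed, and Unigene220570 between 340 in mature leaf and 717 in pericarp, while both were listed at 0 in mature stem. No annotation of these unigenes was used here. An FPKM of 0 can also be a failed estimate, so a unigene at 0 is described as listed at 0.

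**Figure D1:**
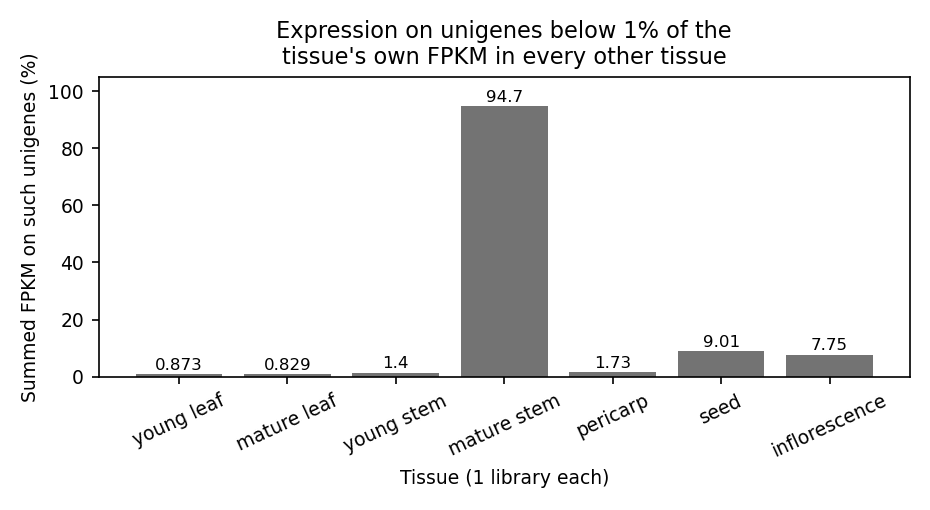
Bars give, for each tissue (1 library each), the share in percent of its summed FPKM that lies on unigenes whose FPKM in every other tissue is below 1% of the value in that tissue. The share is 94.7% in mature stem and at most 9.01% in the other 6 tissues.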

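Of the 304371 unigenes, 5969 were active in all 7 tissues, 94183 were active in exactly 1 tissue and 14101 were active in none. Mature stem alone supplied 60.0% of the unigenes active in exactly 1 tissue. The other 37691 came from seed with 8728, inflorescence with 7955, young stem with 7295, pericarp with 5716, mature leaf with 4276 and young leaf with 3721. Leaving mature stem aside, 52550 unigenes (17.3%) were active in all of the other 6 tissues, and 46581 of these were listed at 0 in mature stem. Mature stem shared 13563 active unigenes with at least 1 other tissue, at any FPKM above 0. Such values can be very low. For 1077 near-exclusive unigenes with an FPKM of at least 100 in mature stem, the sum in another tissue was 0.0125% (inflorescence) to 0.0408% (pericarp) of that in mature stem. Whether values this low reflect expression in the tissue was not tested. Among the 6 other tissues taken alone, 42417 unigenes (13.9%) were active in exactly 1. With an FPKM of at least 1 as the threshold, 252 unigenes were active in all 7 tissues.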

The transcriptome profiling revealed that tissues undertaken in this study have relatively distinct ongoing metabolic processes with only 5,969 (1.96%) actively expressed unigenes being shared between seven tissues, while 94,183 (30.94%) unigenes were exclusively expressed in only one of the seven tissues of *C. officinalis* (Supplementary Fig. S3A)*.* These results were consistent with metabolite accumulation analysis, which also showed tissue-specific accumulation of specialized metabolites (Fig. 3)*.* Further, we performed expression-based correlation analysis to understand the global relationship between different tissues of *C. officinalis* at the transcriptome level. 

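Young leaf and mature leaf had the most similar expression, with Pearson's r = 0.84 between their log2(FPKM + 1) values. Young stem was close to both leaves, with r = 0.79 to young leaf and 0.73 to mature leaf. Mature stem was the only tissue with negative values, from -0.25 with young leaf to -0.30 with young stem. The lowest value between any other tissues was 0.63, for seed and inflorescence. These correlations run across 290270 unigenes with an FPKM above 0 in at least 1 tissue, which are not independent replicates, so no p-value is attached to them. On FPKM without the logarithm, the highest r of mature stem with another tissue was 0.04 in place of -0.25.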

Broadly, the correlation analysis revealed two groups with mature stem forming a separate group and the rest of the six tissues forming the second group (Supplementary Fig. S3B). Within the second group, seed and pericarp formed individual groups, while young and mature leaf, as well as young stem and inflorescence, were clustered together. These results indicate that the presence of tissue-specific unigenes associated with each tissue and the overlap of unigenes’ expression can be primarily attributed to their developmental stages and tissue-types. 

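In average-linkage clustering of the same correlations, young stem joined the leaf pair at a mean r of 0.76, pericarp joined next at 0.72, seed at 0.69 and inflorescence at 0.66. Mature stem joined last, at a mean r of -0.27. Young stem and inflorescence had r = 0.70 and did not form a pair. Inflorescence had its highest r with young stem. Young stem was closer to pericarp, with r = 0.72, and to seed, with r = 0.71. Pericarp and seed also had r = 0.71, and formed a pair with Spearman's rho across unigenes or with complete linkage. On FPKM without the logarithm, young stem and pericarp formed a pair at r = 0.61. With complete linkage, inflorescence joined the branch of young stem and the leaves, at a lowest r of 0.65 within it. Young stem and inflorescence did not pair under any of these settings.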

Co-expression analysis showed that the expression for unigenes in *C. officinalis* captured tissue-specific features, and in extension, the biological relevance of key gene expression and associated biological processes. The transcriptome dataset reported in this study, therefore, provides a valuable framework to analyse further the candidate genes participating in the biosynthesis of pharmacologically active metabolites.

### 3.5. Iridoids and triterpenoids showed correlated gene expression and metabolite accumulation in *Cornus officinalis*

Iridoids and triterpenoids are the two most important classes of phytochemicals that attributes to the medicinal properties of *C. officinalis.*^3^^,^^4^ Isopentenyl phosphate and dimethylallyl phosphate, derived from the mevalonate (MVA) pathway and non-mevalonate (MEP) pathway, undergoes cyclization catalyzed either by GPPS or by FPPS to form geranyl diphosphate (GDP) and farnesyl diphosphate (FDP), respectively. GDP and FDP undergo a series of reactions leading to the biosynthesis of iridoids and triterpenoids, respectively. In order to identify the candidate genes associated with the biosynthesis of iridoids and triterpenoids, the transcriptome assembly of *C. officinalis* was screened for transcripts annotated as enzymes involved in these two biosynthetic pathways. In total, we identified 182 and 83 transcripts for triterpenoid and iridoid biosynthetic pathways, respectively (Supplementary Table S8). 

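The triterpenoid list was made up mainly of amyrin synthases (AS, 49 unigenes), which close the ring system of oleanane- and ursane-type triterpenoids, and amyrin oxidases (AO, 42), which oxidize it. Squalene epoxidase (SQE) had 33 unigenes, lupeol synthase (LS) 19, squalene synthase (SQS) 13, cycloartenol synthase (CAS) 8 and farnesyl diphosphate synthase (FPPS) 5. The iridoid list held 19 unigenes of geranyl diphosphate synthase (GPPS), 12 of geraniol 10-hydroxylase (G10H), 10 of 7-deoxyloganetic acid glucosyltransferase (7DLGT) and 9 of secologanin synthase (SLS). Iridoid synthase (IS) and 8-hydroxygeraniol oxidoreductase (8HGO) had 8 each, and geraniol synthase (GES) had 7. The highest FPKM of the triterpenoid unigenes fell in seed for 32, young stem for 30, mature leaf for 27, inflorescence for 26, pericarp for 25, young leaf for 24 and mature stem for 18. For the iridoid unigenes it fell in pericarp for 16, mature stem for 15 and young stem for 14. Some unigenes of both lists were measured almost solely in the mature stem library, at less than 1% of the mature stem FPKM in every other tissue. This held for 17 of the 182 triterpenoid unigenes, among them 7 of the 13 SQS, 4 SQE and 4 AO unigenes, and for none of the 49 AS and 19 LS unigenes. The highest for each enzyme were SQE Unigene271543 with an FPKM of 47.4 in mature stem, CAS Unigene255253 with 46.7, FPPS Unigene103114 with 42.1, SQS Unigene293179 with 34.6 and AO Unigene280341 with 26.1. Of the 83 iridoid unigenes, 14 were likewise measured almost solely in the mature stem library. Taking the highest unigene of each enzyme, they were led by 8HGO Unigene283896 with 73.9, SLS Unigene107453 with 42.9 and G10H Unigene271887 with 31.3. Geranylgeranyl diphosphate synthase (GGPS) Unigene078051 with 25.5 and GPPS Unigene282583 with 25.3 followed. The sequences of these unigenes were not used here, so whether they are gene copies of *C. officinalis* was not tested. Of the 182 triterpenoid unigenes, 153 were listed at 0 in mature stem, as were 55 of the 83 iridoid unigenes.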

Previous studies have shown co-expression for genes associated with triterpenoids and iridoids biosynthesis pathways across multiple plant species.^34^^,^^46–52^^,^^62–64^ In order to narrow down genes participating in the triterpenoid/iridoid biosynthetic pathway, we performed correlation cluster analysis of all the transcripts across all the seven tissues.

Correlation analysis based on the expression of transcripts annotated as enzymes associated with the triterpenoid biosynthetic pathway followed by hierarchical clustering revealed a highly co-expressed gene cluster including 29 transcripts, representing eight known enzymes from the triterpenoid biosynthetic pathway (Fig. 5A and Supplementary Fig. S4). Therefore, we selected these 29 transcripts as the candidate genes associated with the biosynthesis of triterpenoids in *C. officinalis*. 

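The 29 triterpenoid candidates were concentrated in a few groups that peaked in young stem. When the clustering tree of all 182 unigenes was divided at r = 0.7, it gave 26 clusters. A cluster of 11 unigenes consisted only of candidates, from SQS, SQE, AS, LS and AO, and had its highest median FPKM, 2.64, in young stem. A second cluster of 16 unigenes held 10 candidates from FPPS, SQE, AS, CAS and cucurbitadienol synthase (CBS), with a highest median FPKM of 5.83 in young stem. The remaining candidates lay in 5 other clusters with 1 or 2 candidates each. All 17 unigenes near-exclusive to the mature stem library fell in another cluster, of 18 unigenes. Divided at r = 0.9, the largest group of candidates in a cluster was 6. The median pairwise Pearson's r of log2(FPKM + 1) was 0.63 among the candidates and 0.12 among the other 153 unigenes of the list. The study chose the candidates by their co-expression in these libraries, so this difference is not independent evidence. Over the whole list the median was 0.14, at percentile 15.3 of 10000 random lists of the same size matched on mean expression. Without mature stem, and without the unigenes then listed at 0 in every tissue, it was -0.0030, at percentile 29.1.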

The expression of these candidate transcripts was highest in the young stem, followed by inflorescence, while low expression was detected for seed, leaf, and pericarp (Fig. 5B). 

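Young stem held the highest FPKM for 24 of the 29 triterpenoid candidates and inflorescence for the other 5, and all 29 lay above their own mean over the tissues in young stem. Their median FPKM was 3.98 in young stem, 1.67 in inflorescence, 0.87 in young leaf, 0.51 in pericarp and 0.26 in seed, and the median unigene was listed at 0 in mature leaf. In mature stem, 26 of the 29 were listed at 0. The summed FPKM was 365 in young stem, 263 in inflorescence, 149 in young leaf, 86.8 in seed, 72.3 in pericarp and 52.4 in mature leaf. AO Unigene077149 reached an FPKM of 137 in young stem and 116 in inflorescence, against 63.4 in young leaf and 2.46 in seed. FPPS Unigene214527, at the branch point where farnesyl diphosphate is made, had 73.9 in young stem, 57.7 in inflorescence and 33.1 in seed. CAS Unigene078800, which leads to sterols, had 44.1 in inflorescence and 40.0 in young stem. LS Unigene002975 had 14.9 in young stem and was listed at 0 in pericarp, seed and inflorescence. Lower values were found for SQE Unigene131120 with 7.11, AS Unigene124084 with 6.15 and CBS Unigene299607 with 2.55, each highest in young stem, and for SQS Unigene254705 with 6.47 in inflorescence and 4.09 in young stem. Scaled to each unigene's own mean and SD, the mean z-score of the 29 candidates was 1.70 in young stem, 0.36 in inflorescence and negative in the other tissues.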

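Ursolic acid was highest in mature stem, at a peak area of 15500.4 ± 6346 (SD, n = 5, the paper's values), and in young stem, at 12980 ± 3811, a difference within 1 SD. It was lowest in mature leaf, at 110.6 ± 23.3. Oleanolic acid was highest in inflorescence, at 13743 ± 903. The SDs overlap with those of young stem, at 11426 ± 2151, mature stem, at 11367 ± 2951, and pericarp, at 11029 ± 2551. Oleanolic acid was lowest in mature leaf, at 3276 ± 900.4. Its oxidized relative 2α-hydroxy oleanolic acid reached 3260 ± 866 in inflorescence, while its 1215 ± 379 in young stem and 1620 ± 273 in mature leaf overlap in their SDs. 2α-Hydroxy ursolic acid was highest in inflorescence, at 848.6 ± 81.8. Against the mean z-score of the 29 candidates over 7 tissues, Pearson's r was 0.29 for ursolic acid (two-sided exact permutation p = 0.566), 0.37 for oleanolic acid (exact p = 0.477), 0.23 for 2α-hydroxy ursolic acid (exact p = 0.662) and 0.04 for 2α-hydroxy oleanolic acid (exact p = 0.911). Spearman's rho was 0.07, 0.46, 0.25 and -0.21 in the same order, with exact p-values of 0.906, 0.302, 0.595 and 0.662. After Benjamini-Hochberg adjustment over all 28 metabolites compared with the 3 pathways, no exact p was below 0.876. Without young stem and mature stem, the tissues farthest from the median in expression, r was 0.44, 0.63, 0.85 and 0.46. Without mature stem alone, ursolic acid had r = 0.92 (exact p = 0.0458, adjusted p = 0.160) and rho = 0.71 (exact p = 0.136), oleanolic acid had r = 0.57 (exact p = 0.238) and rho = 0.71 (exact p = 0.136), 2α-hydroxy ursolic acid had r = 0.54 (exact p = 0.231) and rho = 0.71 (exact p = 0.136), and 2α-hydroxy oleanolic acid had r = 0.09 and rho = -0.03 (exact p = 0.822 and 1). No adjusted p over these 6 tissues was below 0.160 for r or 0.381 for rho in this class.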

The expression trends of the candidate genes were consistent with the accumulation of all the four triterpenoids, namely, ursolic acid, oleanolic acid, 2α-Hydroxy ursolic acid, and 2α-Hydroxy oleanolic acid (Supplementary Fig. S5). Therefore, we assigned these 29 transcripts as the candidate genes associated with the biosynthesis of triterpenoids in *C. officinalis.*

**Figure 5:**
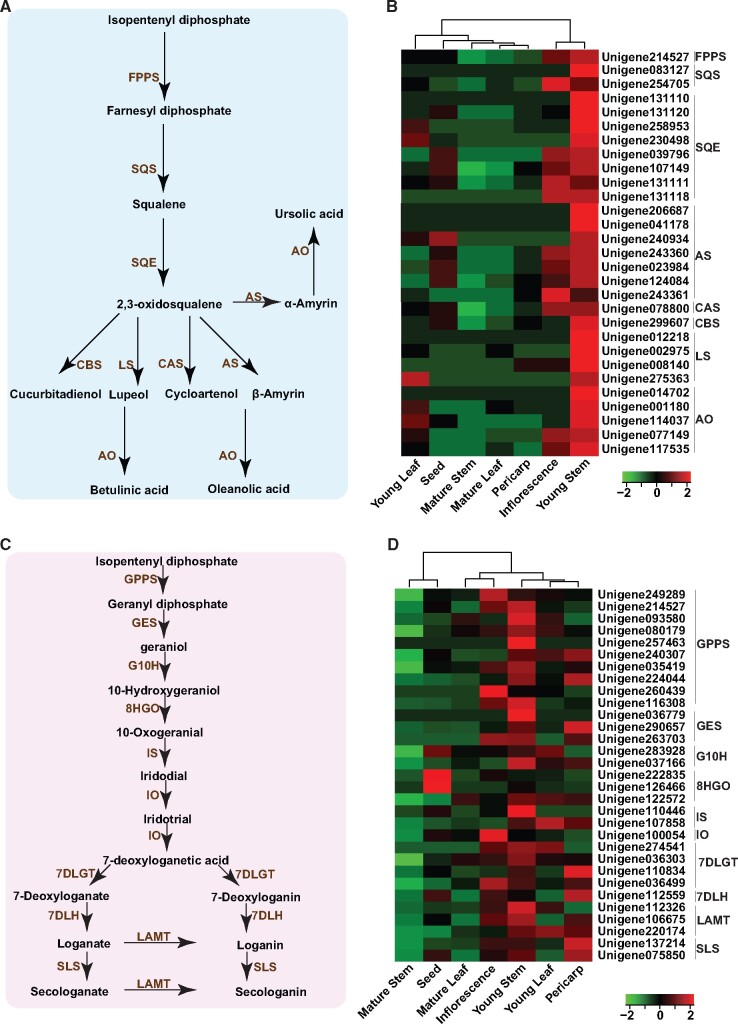
Expression of transcripts assigned to triterpenoids’, and iridoids’ biosynthetic pathways across seven tissues in *Cornus officinalis.* (A) Proposed biosynthetic pathway of triterpenoids; (B) expression pattern of transcripts associated with triterpenoids’ biosynthetic pathway in *C. officinalis*; (C) proposed biosynthetic pathway of iridoids; and (D) expression pattern of transcripts associated with iridoids’ biosynthetic pathway in *C. officinalis*. FPPS, farnesyl diphosphate synthase; SQS, squalene synthase; SQE, squalene epoxidase; CBS, cucurbitadienol synthase; LS, Lupeol synthase; CAS, cycloartenol synthase; AS, amyrin synthase; AO, amyrin oxide; GPPS, geranyl diphosphate synthase; GES, geraniol synthase; G10H, geraniol 10-hydroxylase; 8HGO, 8-hydroxygeraniol oxidoreductase; IS, iridoid synthase; IO, iridoid oxidase; 7DLGT, 7-deoxyloganetic acid glucosyltransferase; 7DLH, 7-deoxyloganic acid hydroxylase; LAMT, loganic acid *O*-methyltransferase; SLS, secologanin synthase.

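Within the 83 unigenes annotated to the iridoid pathway, 20 formed a cluster when the tree was divided at r = 0.7. Of these, 16 are candidates of Fig. 5D, from GPPS, GES, G10H, 8HGO, IS, 7DLGT, SLS and loganic acid *O*-methyltransferase (LAMT), and the cluster had its highest median FPKM, 17.9, in inflorescence. A cluster of 8 unigenes with its highest median FPKM, 16.5, in pericarp held 3 candidates, from LAMT, SLS and 7-deoxyloganic acid hydroxylase (7DLH). The candidate for iridoid oxidase (IO) lay with a GPPS candidate in a cluster of 4 with its highest median FPKM, 3.79, in inflorescence. The other candidates were spread over 5 clusters of 2 or 3 unigenes, of which 3 peaked in young stem and 2, each with an 8HGO candidate, in seed. The 14 unigenes near-exclusive to the mature stem library lay together in a cluster of 15. The median pairwise r was 0.57 among the 31 candidates and -0.01 among the other 52 unigenes. This difference is not independent evidence, since the candidates were chosen by their co-expression in these libraries. For all 83 unigenes it was 0.23, below every one of the matched random lists, whose median was 0.40. Without mature stem, and without the unigenes then listed at 0 in every tissue, the list had a median of 0.03, at percentile 62.8. Leaving out mature stem alone, the largest group of candidates in a cluster fell from 16 to 5. With Spearman's rho that group was 8, at a division of r = 0.9 it was 7 and at r = 0.5 it was 21.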

Similar, correlation analysis of the transcripts annotated as homologs from iridoid biosynthetic pathway followed by hierarchical clustering showed the presence of a highly co-expressed gene cluster including 31 transcripts, representing all 10 known enzymes of iridoid biosynthetic pathway (Fig. 5C and Supplementary Fig. S6). These 31 genes were selected as the potential candidate genes associated with the biosynthesis of iridoids in *C. officinalis*. 

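Young stem held the highest FPKM for 14 of the 31 iridoid candidates, pericarp for 7, inflorescence for 5, young leaf for 3 and seed for 2. In young stem 29 of the 31 lay above their own mean over the tissues, as did 18 in inflorescence, 16 in pericarp and 13 in young leaf. The mean z-score was 1.04 in young stem, 0.37 in inflorescence, 0.28 in pericarp and 0.02 in young leaf. The median FPKM was 9.72 in young stem, 5.89 in pericarp and 4.59 in inflorescence, and the summed FPKM was 1262, 1065 and 823, with 1008.8 in young leaf. In mature stem, 25 of the 31 were listed at 0. 8HGO Unigene122572, which is annotated to oxidize 8-hydroxygeraniol, had an FPKM of 591 in young stem, 528 in young leaf and 494 in pericarp. GES Unigene036779 had 27.2 in young stem and was listed at 0 in the other tissues, and G10H Unigene037166 was highest in young stem with 16.2. LAMT Unigene220174 had 269 in young leaf, 234 in young stem and 232 in pericarp. SLS Unigene137214 had 91.7 in pericarp and 54.3 in young stem, and 7DLH Unigene112559 had 38.0 in pericarp and 17.0 in young stem. 7DLGT Unigene036499 had 38.7 and IO Unigene100054 1.94 in inflorescence, their highest tissue, and IS Unigene107858 had 5.87 in young leaf. Unigene214527 is listed for GPPS as well as for FPPS.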

Expression analysis of these candidate transcripts showed the highest expression in the young stem, followed by inflorescence and pericarp (Fig. 5D). 

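Monotropein and sweroside were highest in mature and young stem. Sweroside reached a peak area of 180856 ± 9270 in mature stem, 154790 ± 11252 in young stem and 134067 ± 6957 in inflorescence (SD, n = 5, the paper's values), against 679 ± 108 in young leaf. Monotropein reached 18967 ± 1215 in mature stem, 14097 ± 882 in young stem and 5278 ± 504 in inflorescence. Secologanic acid was highest in young stem, at 7611 ± 1867, and at 157 ± 38.4 was lowest in mature stem. Loganin and morroniside were highest in pericarp, at 18254 ± 893 and 1199 ± 67.2, although morroniside was within the SD of mature stem, at 1126 ± 184. Over 7 tissues, rho between the mean z-score of the 31 candidates and the iridoid was positive for all 15 iridoids, from 0.04 to 0.82. It was highest for secologanic acid, with rho = 0.82 (two-sided exact permutation p = 0.0341) and r = 0.77 (exact p = 0.0437). Among the 28 relations tested the adjusted values of these were 0.876 and 0.895, and r was 0.33 without young stem and mature stem. Without mature stem alone r was 0.80 (exact p = 0.0569, adjusted p = 0.177) and rho 0.71 (exact p = 0.136, adjusted p = 0.381), so the lower value appears when young stem is also left out. Over 7 tissues no iridoid had r above 0.8. Without the mature stem library, in which the candidates were at or near 0, 8 of the 15 iridoids had r above 0.8. Over these 6 tissues, monotropein had r = 0.91 (exact p = 0.0014, adjusted p = 0.0389) and rho = 1.00 (exact p = 0.0028, the smallest 6 tissues allow for rho, adjusted p = 0.0778). For 7-*O*-methylloganic acid, r was 0.89 (exact p = 0.0042, adjusted p = 0.0519) and rho 0.94 (exact p = 0.0167, adjusted p = 0.233). For sweroside, r was 0.89 (exact p = 0.0056, adjusted p = 0.0519) and rho 0.83 (exact p = 0.0583, adjusted p = 0.327). Leaving out young stem and mature leaf as well, r was 0.76, 0.74 and 0.82. Loganin had r = 0.11 and rho = 0.60 over these tissues (exact p = 0.842 and 0.242). Geniposide, gentiopicroside and secologanin, which were highest in young leaf, had r between -0.16 and 0.08 (exact p = 0.779 to 0.885) and rho between -0.20 and 0.09 (exact p = 0.714 to 0.919).

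**Figure D2:**
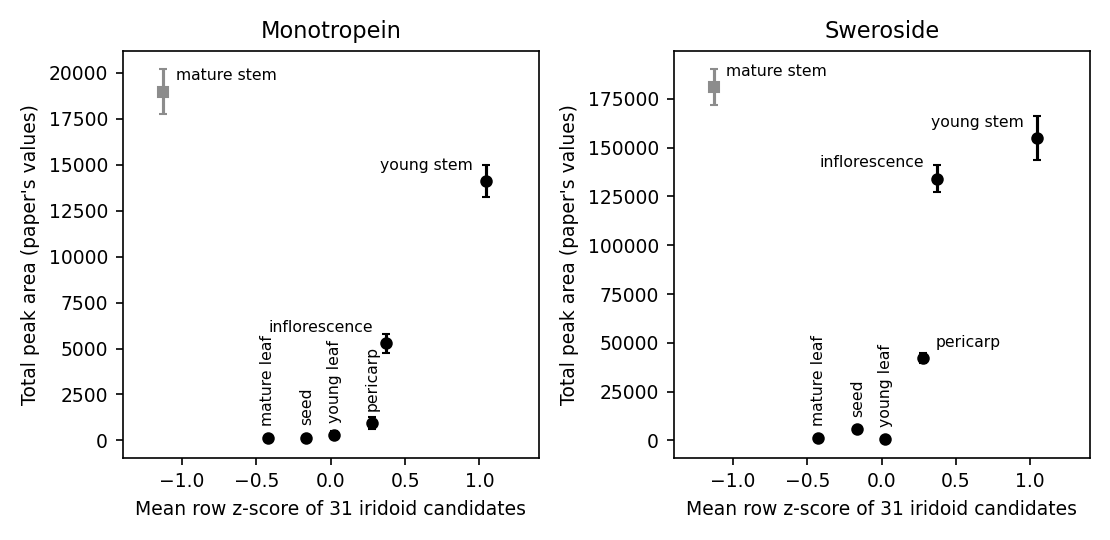
Peak area of monotropein (left) and sweroside (right) in each tissue, as the paper's mean and SD of 5 replicates, against the mean z-score of the 31 iridoid candidates in 1 library per tissue. Mature stem (grey square) combines the highest peak areas, 18967 and 180856, with the lowest z-score, -1.13, while among the other 6 tissues (black circles) young stem has both the highest peak areas and the highest z-score, 1.04.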

Similar to the expression trend of candidate transcripts, the metabolome analysis also showed a consistent accumulation trend for the majority of iridoids identified in this study (Supplementary Fig. S7). The accumulation of loganin and morroniside, the two principal pharmaceutical compounds of *C. officinalis,* was highest in pericarp and is in accordance with the tissue being primarily used for medicinal purposes. While our study indicates the significance of *C. officinalis* fruits for medicinal purposes, it also suggests the relevance of young stem and inflorescence for use in traditional medicine formulations or for deriving important medicinal compounds from *C. officinalis*.

### 3.6. Transcripts expression and metabolome analysis suggest different sites for the biosynthesis and accumulation of gallotannins in *Cornus officinalis*

Gallotannins, which contains at least one moiety each of galloyl and sugar/cyclitol, are essential constituents of the metabolite pool of *C. officinalis.* They are known to impart anti-oxidative, neuroprotective, and hepatoprotective properties to *C. officinalis.*^16^^,^^17^^,^^65^ In order to identify transcripts associated with biosynthesis of gallotannins in *C. officinalis,* the transcriptome assembly was searched for the transcripts annotated as enzymes known to be involved in the biosynthesis of gallotannins (Fig. 6A). 

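The gallotannin list covers the start of the shikimate pathway and the step from gallic acid to its glucose ester. It holds 17 unigenes of the bifunctional 3-dehydroquinate dehydratase/shikimate dehydrogenase (DHQ/SDH), 9 of DAHP synthase (DAHPS), 9 of 3-dehydroquinate synthase (DHQS) and 2 of gallate glucosyltransferase (GGT). At a division of r = 0.7 they fell into 9 clusters. A cluster of 8 unigenes, with a highest median FPKM of 158 in mature leaf, consisted only of candidates of Fig. 6B and covered all these enzymes. A cluster of 4 DHQ/SDH candidates had its highest median FPKM, 28.0, in young stem. Of the other 3 candidates, 2 stood alone and 1, a DHQ/SDH, lay in a cluster of 9 with its highest median FPKM, 66.9, in seed. At r = 0.5, 13 of the 15 candidates shared a cluster, and at r = 0.9 the largest group was 4. A further 10 unigenes of the list were measured almost solely in the mature stem library, with each other tissue under 1% of the mature stem FPKM. They formed a cluster of their own and included DAHPS Unigene230779 with an FPKM of 112, DHQS Unigene224543 with 86.5 and DHQ/SDH Unigene243737 with 31.6. The median pairwise r was 0.69 among the 15 candidates, -0.17 among the other 22 unigenes and 0.17 over all, at percentile 0.44 of the matched random lists. As in the other pathways, the study chose the candidates by co-expression in these libraries, so their higher r is not independent evidence. Without mature stem, and without the unigenes then listed at 0 in every tissue, the list had a median of 0.03, at percentile 66.5. Leaving out mature stem alone, the largest group of candidates was 5.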

In total, we identified 37 transcripts, correlation analysis of which revealed a highly co-expressed gene cluster of 15 transcripts, representing five known enzymes of gallotannins biosynthetic pathway (Supplementary Fig. S8 and Table S9). Therefore, these 15 transcripts were selected as candidate genes associated with the biosynthesis of gallotannins in *C. officinalis* (Fig. 6B). 

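Among the 15 gallotannin candidates, young leaf was above the unigene's own mean for 14 and mature leaf for 12, followed by young stem for 6, inflorescence for 4, pericarp for 3 and seed for 1. Young leaf was among the 2 highest tissues for 12 candidates, and held the highest FPKM for 6, against 5 for young stem, 3 for inflorescence and 1 for mature leaf. The summed FPKM was 1170.5 in young leaf, 1077 in mature leaf, 460.0 in inflorescence, 446 in young stem, 151 in pericarp and 99.1 in seed, while 13 of the 15 were listed at 0 in mature stem. The median FPKM gave another order, with 15.7 in young stem, 9.14 in young leaf, 8.56 in pericarp, 7.5 in mature leaf and 2.63 in inflorescence. DHQ/SDH Unigene173474 had an FPKM of 310 in young leaf, 265 in mature leaf and 5.29 in seed. DAHPS Unigene085665, which opens the shikimate pathway, had 252 in young leaf, 230.1 in mature leaf and 41.2 in seed. GGT Unigene281485, which transfers glucose to gallic acid, had 224 in mature leaf, 180.4 in young leaf and 6.16 in seed. DHQS Unigene241334 was low throughout, with 5.55 in inflorescence, 4.98 in young leaf and 0.61 in seed. The mean z-score was 1.09 in young leaf, 0.56 in mature leaf and 0.40 in young stem, and was negative in the other tissues.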

While the majority of the candidate transcripts was highly expressed in young leaf, followed by mature leaf and inflorescence, the majority of gallotannins identified in the metabolome dataset showed the highest accumulation in the seed, which is in accordance with the findings, reported earlier^66^ (Supplementary Fig. S9). Few of the gallotannins, including gemin D, tellimagrandin I, and 1-*O*-galloyl-β-D-glucose, were significantly accumulated in young leaf and mature leaf. These results suggest that the early precursors in the biosynthesis of gallotannins are probably synthesized in the leaf tissue, which is then transported to the seeds where further synthesis and modifications occur. 

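Gallic acid was highest in seed, at a peak area of 8782 ± 2590 (SD, n = 5, the paper's values), with 3137 ± 143 in mature leaf and 2730 ± 459 in young leaf. Tellimagrandin I had 6166 ± 2835 in seed and 2690 ± 446 in young leaf. The simplest galloyl ester, 1-*O*-galloyl-β-D-glucose, was higher in young leaf, at 4630 ± 431, and mature leaf, at 4093 ± 304, than in seed, at 1992 ± 1001. Gemin D was highest in mature leaf, at 1005 ± 135, and young leaf, at 899 ± 147, against 405 ± 229 in seed. Against the mean z-score of the 15 candidates over 7 tissues, gemin D had the highest rho, 0.71 (two-sided exact permutation p = 0.0881), with r = 0.67 (exact p = 0.108), and 1-*O*-galloyl-β-D-glucose had rho = 0.68 (exact p = 0.110) and r = 0.67 (exact p = 0.110). The adjusted values over the 28 relations were 0.876 for rho and 0.895 for r. Without young leaf and mature stem, r was 0.38 and 0.25. For the 5 gallotannins other than gallic acid that were highest in seed, r lay between -0.42 and -0.04 (exact p = 0.410 to 0.942) and rho between 0.04 and 0.32 (exact p = 0.498 to 0.964). Gallic acid had r = -0.16 (exact p = 0.754) and rho = 0.32 (exact p = 0.498). Without mature stem, rho was positive for 3 of the 9 gallotannins and the median r was -0.48. From the higher expression of the candidates in leaf and the accumulation of most gallotannins in seed, the paper proposes that early precursors are made in the leaf and moved to the seed, where they are modified further. Over all 37 unigenes of the list the summed FPKM was 1679 in young leaf, 1530 in mature leaf and 1189 in seed. The candidates held 8.33% of this sum in seed, so their low expression there does not hold for the whole list.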

Generally, tannins are known to accumulate in the seeds, while the biosynthesis pathway is localized to leaves and other tissues.

**Figure 6:**
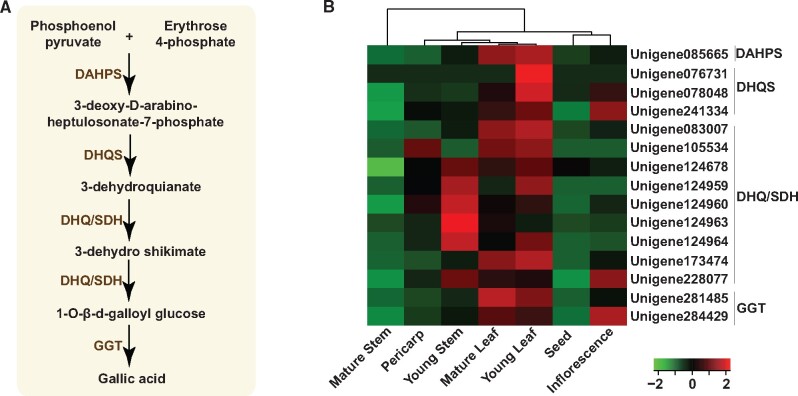
Expression of transcripts assigned to gallotannins’ biosynthetic pathway across seven tissues in *Cornus officinalis*. (A) Proposed biosynthetic pathway of gallotannins*;* (B) Expression pattern of transcripts associated with gallotannins’ biosynthetic pathway in *C. officinalis*. DAHPS, 3-Deoxy-D-arabinoheptulosonate 7-phosphate synthase; DHQS, 3-dehydroquinate synthase; DHQ/SDH, 3-dehydroquinate dehydratase/shikimate dehydrogenase; and GGT, gallate glucosyltransferase.

### 3.7. Network-based integrative omics analysis reveals seven cytochrome P450s involved in the metabolism of iridoids

Cytochrome P450s play a vital role in the diversification of metabolite pool via catalyzing modification reaction, including oxidation, hydroxylation, alkylation, and esterification of the core skeleton molecule.^67^^,^^68^ While several previous studies and our results have shown the presence of a diverse range of iridoids in *C. officinalis,*^3^^,^^4^^,^^69–71^ there exists limited information on the CYPs that may participate in its biosynthesis and diversification. Therefore*,* we adopted a metabolome guided approach to assign candidate CYPs to the iridoid biosynthetic pathway. The *de novo* transcriptome assembly was screened to identify transcripts annotated as cytochrome P450s, resulting in a total of 822 transcripts. Among these, 262 CYPs with a length of at least 500 bps and FPKM value of 5 in at least one of the seven tissues were selected for subsequent analysis (Supplementary Table S10). These selected CYPs were used to perform Spearman’s data matrix-based correlation together with the identified iridoids in our metabolome dataset, which showed 45 transcripts to be highly correlated with at least one of the 15 iridoids with *R*^2^ > 0.85 (Supplementary Fig. S10 and Table S11). 

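Cytochrome P450s (CYPs) catalyse oxidations such as the G10H, 7DLH and SLS steps of the iridoid pathway. The 262 CYPs were spread over all tissues: the highest FPKM fell in mature stem for 72, mature leaf for 46, pericarp for 44, inflorescence for 38, young stem for 28, seed for 24 and young leaf for 10. The 72 CYPs of mature stem were near 0 elsewhere, with every other tissue below 1% of the mature stem FPKM, and the highest of them, Unigene070320, had an FPKM of 272. A further 153 CYPs were listed at 0 in mature stem. All 262 reached an FPKM of 5 in at least 1 tissue, and 190 did so in a tissue other than mature stem. The other 72 reached it in mature stem only. Unigene length was not used here, so the length filter was not repeated.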

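The CYPs that followed an iridoid were mostly highest in leaves and young stem, and most often followed secologanin. With Spearman's rho above 0.85 over 7 tissues, 46 of the 262 CYPs passed for at least 1 of the 15 iridoids, in 71 of 3930 pairs. Secologanin was matched by 29 CYPs, geniposide by 15, secologanic acid by 14, gentiopicroside and verbenalin by 6 each and loganin by 1, and no CYP passed for the other 9 iridoids. Without mature stem these numbers were 13 for secologanin, 6 for geniposide, 6 for secologanic acid, 8 for gentiopicroside, 3 for verbenalin and 7 for loganin, and each of the other 9 iridoids was matched by 3 to 8 CYPs. Of the 45 CYPs of Supplementary Table S11, 44 were among the 46. Their highest FPKM fell in mature leaf for 16 of the 45, young stem for 10, young leaf for 9, inflorescence for 7 and pericarp for 3. None of the 72 CYPs near-exclusive to the mature stem library is among these 45. Mature stem was the lowest or tied lowest tissue for 45 of the 46, and 38 were listed at 0 there. Among all 262 CYPs, 72 of them near-exclusive to mature stem, these numbers were 184 and 153, so neither trait is particular to the 46. When the tissues of the metabolite table were relabelled in every possible way, the number of CYPs passing had a median of 17 and lay between 0 and 61 in 95% of relabellings. A number of 46 or more came up in 525 of them (one-sided exact permutation p = 0.104). With the square of rho above 0.85, as the threshold is written in the paper, 20 CYPs passed (one-sided exact permutation p = 0.0917). The strongest pair, named after its values were seen, was Unigene288424 and secologanin, with rho = 0.99 (two-sided exact permutation p = 0.000794) and r = 0.98 (exact p = 0.000397). Without young leaf and mature leaf its r was 0.91. No pair had a Benjamini-Hochberg adjusted p below 0.859 over the 3930 pairs. Without mature stem, 47 CYPs passed (one-sided exact permutation p = 0.0625), of which 30 were shared with the 46.

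**Figure D3:**
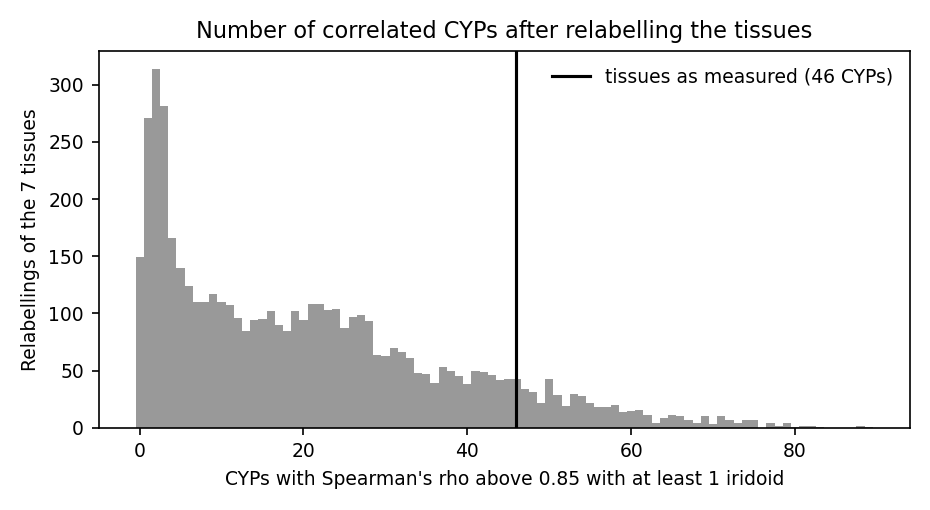
Bars give the number of relabellings of the 7 tissues (y axis) that produced each number of CYPs with rho above 0.85 to at least 1 of the 15 iridoids (x axis). The line marks the 46 CYPs found with the tissues as measured, which 525 relabellings equalled or exceeded.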

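Each CYP shown in Fig. 7 had its highest FPKM in young stem, inflorescence or young leaf. All were also measured in pericarp, from an FPKM of 0.27 for Unigene106754 to 29.65 for Unigene273136. Unigene273136 of the CYP71-clan was the highest, with an FPKM of 83.0 in young stem, 47.2 in young leaf and 31.0 in mature leaf. Unigene073699, also of the CYP71-clan, had 12.5 in young stem and 2.74 in inflorescence, and Unigene272017 of the same clan had 8.37 in inflorescence and 5.02 in young stem. Unigene079470 of the CYP711-clan had 16.5 in young stem and 10.7 in inflorescence. Unigene292035 of the CYP74-clan had between 6.62 in young leaf and 2.74 in seed over the 6 tissues other than mature stem, where it was listed at 0. Unigene089116 of the CYP86-clan had 9.43 in inflorescence and 2.16 in pericarp, and was listed at 0 in both leaves and in seed. Each CYP of Supplementary Table S11 was compared with the 31 iridoid candidates over 7 tissues, and counted as correlated with a candidate at rho above 0.7. Unigene073699 was correlated with 51.6% of the candidates, Unigene272017 with 41.9%, Unigene079470 with 38.7%, Unigene292035 with 35.5%, Unigene273136 with 29.0% and Unigene089116 with 22.6%. The median of the 38 CYPs of Supplementary Table S11 that Fig. 7 does not show was 9.68%, and 5 of the 38 lay above the 29.0% of Unigene273136, up to 35.5% for Unigene085521, which is named after its values were seen. The study chose the CYPs of Fig. 7 by this kind of correlation, so their higher shares are not independent evidence. Of the 45 CYPs, 1 reached 50% of the candidates. Counted over the 10 enzymes, the unit in the paper's text, with an enzyme counted when any of its unigenes passed, 8 CYPs reached 50%, among them all 7 of Fig. 7. At rho above 0.5 the number over the candidates was 10, with 4 of the 7, and at rho above 0.85 or without mature stem it was 0.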

Among transcripts, seven were highly correlated with at least 50% of the assigned biosynthetic enzymes, and therefore represent strong candidates with a putative function in the iridoids biosynthesis and diversification in *C. officinalis.* Subsequently, phylogenetic analysis of these seven transcripts was performed together with 61 CYPs representing all the known clans of cytochrome P450s across different plant species. Phylogenetic analysis revealed that three of the seven transcripts were grouped in CYP71-clan (A-type), while remaining of them were grouped in CYP72-, CYP74-, CYP711-, and CYP86-clan, respectively (Fig. 7). CYP71-clan represents the largest clan of CYP constituting over 50% of the plant CYPs, members of which are known to have a diverse range of functions, particularly in plant’s specialized metabolism. CYP71-clan is exclusive to the land plants and is reported to have undergone several successive gene duplication events resulting in the evolution of species-specific novel genes participating in plant’s secondary metabolism.^67^^,^^68^ Within the transcripts grouped in the CYP71-clan, two of them were phylogenetically close to CYP82C4 and CYP82G1 of Arabidopsis, and CYP81AA1 of *Hypericum calycinum.* CYP82C4 and CYP82G1 catalyze the hydroxylation reaction of 8-methoxypsoralen, and cleavage reaction of (*E, E*)-geranyllinalool to yield homoterpene volatiles, respectively.^72^ CYP81AA1 is known to participate in the biosynthesis of plant xanthones.^73^ Previous studies have reported diverse functions, including hydroxylation and demethylation with a role in alkaloid biosynthesis, for members of the CYP82 family.^74–76^ The wide range of activity and substrate-specificity for members of CYP82 family within CYP71-clan may suggest that three transcripts of *C. officinalis* grouped herein may have a potential role in the biosynthesis of iridoids in *C. officinalis*. 

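Unigene106754 was expressed in young stem, with an FPKM of 5.57, and at a lower level in young leaf with 1.18 and mature leaf with 0.49. It had 0.27 in pericarp, 0.22 in inflorescence and 0.19 in seed, and was listed at 0 in mature stem. It followed geniposide and secologanin equally, with rho = 0.86 for each over 7 tissues (two-sided exact permutation p = 0.0238). The peak area of geniposide was 34559 ± 3758 in young leaf, 25672 ± 2424 in young stem and 24746 ± 15805 in mature leaf, and 513 ± 168 in mature stem (SD, n = 5, the paper's values). Young leaf and young stem lay within the SD of mature leaf, so the order of these tissues, on which rho for geniposide rests, is uncertain. The peak area of secologanin was 2774 ± 325 in young leaf, 2436 ± 262 in mature leaf and 1509 ± 357 in young stem, and 67.6 ± 16.5 in mature stem. Pearson's r was 0.51 for geniposide (exact p = 0.201) and 0.30 for secologanin (exact p = 0.648), and no pair of a CYP and an iridoid passed after adjustment. Leaving out the 2 tissues farthest from the median peak area, r was 0.85 for geniposide and 0.83 for secologanin, and without mature stem rho was 0.77 for both. Of the iridoid candidates, 29.0% had rho above 0.7 with Unigene106754. The paper reasons that CYPs correlated both with an iridoid and with iridoid biosynthetic genes are candidates for iridoid biosynthesis and diversification.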

Among the transcripts grouped within non-A type CYPs, Unigene106754 was clustered in the CYP72-clan. CYP72A1 from *Catharanthus roseus* is known to participate in secologanin biosynthesis^77^ and, therefore, Unigene106754 represents a prominent candidate that may participate in the biosynthesis of iridoids in *C. officinalis.* Phylogenetic analysis of the transcripts annotated as cytochrome P450s, as narrowed down by the metabolome guided approach, facilitated the identification of three CYPs representing potential candidates participating in the biosynthesis of iridoids in *C. officinalis.* Further functional characterization of the identified CYPs will help in ascertaining their role in the iridoids’ metabolism in *C. officinalis.*

**Figure 7:**
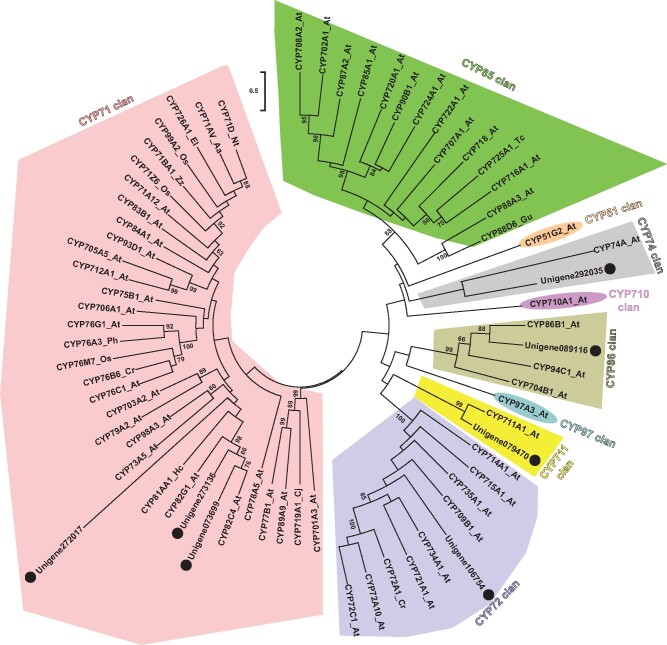
Phylogenetic analysis of the candidate transcripts annotated as cytochrome P450s in *Cornus officinalis* together with CYPs representing major-classes of plant CYPs. Seven transcripts (represented with a black circle) were highly correlated with at least 50% of assigned iridoid biosynthetic genes as well as with at least one iridoid of a total 15 being identified in this study. Nucleotide sequences were translated to their corresponding protein sequences and aligned using MUSCLE programme. The phylogenetic tree was inferred using the Maximum Likelihood method with bootstrap values obtained after applying 1,000 replications using the MEGA X programme. Bootstrap values above 60% are shown here. The tree is drawn to scale, with branch lengths measured in the number of substitutions per site. Evolutionary analyses were conducted in MEGA X. At, *Arabidopsis thaliana*; Os, *Oryza sativa*; Cj, *Coptis japonica*; El, *Euphorbia lagascae*; Tc, *Taxus cuspidata*; Nt, *Nicotiana tabacum*; Aa, *Artemisia annua*; Zz, *Zingiber zerumbet*; Cr*, Catharanthus roseus*; Gu, *Glycyrrhiza uralensis*; Hc, *Hypericum calycinum*; Ph, *Petunia* x *hybrida.*

## 4. Conclusion

In this study, we investigated the biosynthesis of pharmacologically important specialized metabolites in *C. officinalis* through RNA-sequencing and untargeted metabolome analyses. We identified 1,215 metabolites via mapping the mass-features on to the KEGG pathway database and reported the accumulation pattern of MS^2^ confirmed 49 metabolites across seven tissues of *C. officinalis*. Our results showed that not only the fruit, the tissue used for all major traditional medicine purposes, but also other tissues such as young leaves and stems are an equally potent source of medicinal compounds. We used multi-omics analysis to identify candidate genes involved in the biosynthetic pathway of iridoids, triterpenoids, and gallotannins, the dominant group of bioactive metabolites in *C. officinalis*. Correlation-based integration of the transcriptome and metabolome dataset and network-based analysis helped in the identification of 45 cytochrome P450s showing a high correlation with iridoids. Further analyses of those highly correlated CYPs strongly suggested the putative involvement of three CYPs participating in the iridoid metabolisms in *C. officinalis*. Besides, the transcriptome and metabolome resources being established in this study will lay the foundation for screening novel metabolites present in *C. officinalis* and future studies on their biosynthesis through functional characterization of associated transcripts discovered in this study.

### 4.1. Data availability

The raw sequence reads for all seven tissues of *C. officinalis*, their expression value and the *de novo* transcriptome assembly used in this study have been deposited in NCBI’s Gene Expression Omnibus (GEO) and are available at GEO series accession number GSE144198. Plant material used in this study and raw metabolome dataset is available from the corresponding authors on request.

## Supplementary data

Supplementary data are available at *DNARES* online.

## Supplementary Material

dsaa009_Supplementary_Data

How the deposited data were processed for this re-analysis (not part of the article)

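Expression was measured by RNA-seq in 7 tissues of *C. officinalis* (leaf and stem, each young and mature, pericarp, seed and inflorescence), with 1 library per tissue. Metabolites were measured by the authors by LC-QTOF-MS in the same tissues, with 5 replicates per tissue, and enter here only as the paper's total peak areas from Supplementary Table S3.

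According to the paper, the authors trimmed the paired-end reads with Trimmomatic, joined the assemblies of 3 assemblers, removed redundant sequences with CD-HIT-EST, mapped the reads of each tissue to the resulting unigenes with Bowtie 2.0 and estimated FPKM with RSEM. The submitters' processing notes also name Trimmomatic and RSEM, without versions. The deposited FPKM values are the starting point here. FPKM scales each value by unigene length and by the mapped reads of the library, so it holds no read counts, and a total per library does not give the depth. RSEM divides reads between similar unigenes, and the assembly joins several assemblies, so values of near-identical copies of an enzyme are less certain than those of single copies. The table of the whole series and the 7 tissue tables held equal values for each tissue.

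The relative depth of the libraries was read from unigenes with an FPKM above 0 in exactly 2 libraries. The ratio of the values that occurs most often, in bins of 0.04 on the log2 scale, is the ratio of what 1 fragment is worth. Between 22.9% and 36.7% of these unigenes lay at that ratio for the tissues other than mature stem.

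A unigene was called active at an FPKM above 0. Libraries and unigenes were compared by Pearson's r of log2(FPKM + 1), with a pseudocount of 1, and clustered by average linkage on 1 - r. Trees of pathway unigenes were divided at r = 0.7. A unigene was taken as near-exclusive to a tissue when its FPKM in every other tissue was below 1% of its value there. Each pathway list was compared with 10000 random lists of the same size, matched on mean expression in 20 bins, as a description of these libraries. Where mature stem was left out, unigenes listed at 0 in every remaining tissue were dropped from the list and from the random draws. The pathway lists and CYP lists were read from Supplementary Tables S8–S11. Every unigene was found in the deposited tables, and none of the 1274 triterpenoid, 581 iridoid, 259 gallotannin and 1834 CYP values differed by more than 0.005 FPKM. The candidates of Figs 5B, 5D and 6B and the CYPs of Fig. 7 were read from the figures and checked by identifier and enzyme against those tables, and no set or enrichment test was run on them.

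For each candidate list, FPKM was scaled to each unigene's own mean and SD over the tissues, and the mean of these z-scores per tissue was compared with the mean peak area of each metabolite of the class. Pearson's r and Spearman's rho have two-sided exact permutation p-values over all pairings of the tissues, and Benjamini-Hochberg adjustment covers the 28 metabolites of the 3 classes. The smallest p that 7 tissues allow for rho of untied ranks is 0.000397, while r can reach a smaller p. Each of the 262 CYPs was compared with each of the 15 iridoids by Spearman's rho, and the number of CYPs above 0.85 for at least 1 iridoid was tested over all relabellings of the tissues in a one-sided exact permutation test. The paper writes this threshold as a squared coefficient above 0.85. Here rho itself above 0.85 was taken as the main reading and the square of rho as an alternative. The CYPs of Supplementary Table S11 were compared with the 31 iridoid candidates at rho above 0.7, counted over the candidates as in the legend of Fig. 7 and, as an alternative, over their 10 enzymes as in the paper's text. This threshold and the division at r = 0.7 are choices made here, since the paper's text names none for these steps.

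Named unigenes follow a rule fixed before the data were examined, except those said to be named or chosen after their values were seen. The designs and all alternatives were also fixed before, except those said to be added later. The rule takes every CYP of Fig. 7, the candidate with the highest FPKM for each enzyme, the unigenes with the highest FPKM in mature stem for each enzyme (at most 5 per pathway), and 2 unigenes of either kind outside the lists. The FPKM values printed in the supplementary tables had been seen when the rule was written. Alternatives covered the FPKM threshold, the pseudocount, the coefficient, the linkage, a filter on low values, TPM made here by rescaling FPKM to an equal sum in each library, the mean or median of the metabolite replicates, leaving out each metabolite replicate, and leaving out the mature stem library. An alternative that leaves out each other library in turn was added after the data had been seen.

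Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The scripts were tested on simulated data. A planted share of 90% on near-exclusive unigenes among 304371 was returned as 90%, and all 40 planted CYPs among 262 were found. Of simulated CYP tables unrelated to the iridoid levels, 7.5% gave a p of the CYP count below 0.05. This used a random draw of relabellings in place of all of them, and the simulated values held no zeros. A planted cluster of 20 unigenes was found whole, and the value of 1 fragment was recovered within 1.11%.

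Unigene lengths, sequences and annotation beyond the supplementary tables were not used here, so the length filter on CYPs was not repeated and unigenes outside the lists carry no names. Supplementary Tables S1 and S2 were not used. No genome of the species was used, so no positions are given.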

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

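The tests in this part were written down before their results were seen, and none was chosen afterwards.

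The mature stem library holds a signal that the paper's text does not describe: 56492 unigenes had an FPKM above 0 there and were listed at 0 in the other 6 tissues, 94.7% of its summed FPKM lay on unigenes below 1% of the mature stem value elsewhere, and 41 unigenes of the 3 pathway lists were of this kind. They were 17 of 182 triterpenoid, 14 of 83 iridoid and 10 of 37 gallotannin unigenes, against 60207 of all 304371 unigenes. A shallower mature stem library would detect fewer unigenes but leave abundant ones near their level, whereas 246 unigenes with an FPKM of at least 100 in all other 6 tissues had a median ratio of 0.0023 to their median elsewhere, which argues against depth. A change of expression in mature stem tissue would leave steadily expressed unigenes near their level, whereas only 0.187% of 4271 unigenes that stayed within 2 times across the other tissues had a mature stem FPKM within 10 times of their median, which argues against it as the whole cause. RNA of another organism or plant in the mature stem library stays open. A high share on such unigenes had been written down beforehand as a sign of it. The share of 94.7% is, however, part of the pattern itself and so does not speak for it. Which organism or plant it might be was not tested, since no unigene sequences were used here.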

How the results depend on the processing

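Of 167 values recomputed under an alternative, 104 were counted as the same, 61 moved and 2 changed sign. Counts were the same within 1.5 times, p-values on the same side of 0.05 and other values when equal after rounding. The CYP count was entered by its p and again as a number. Its fall from 46 to 20 or 23 therefore stands once among the 104 and once among the 61. The exact p of the CYP count stayed above 0.05 under every alternative, between 0.0625 and 0.356, and leaving out 1 metabolite replicate gave 44 to 49 CYPs. The alternative that leaves out a library other than mature stem was chosen after seeing the data. No paired analysis was possible because each tissue has 1 library. Depth limits the counts of active unigenes, since 1 fragment is worth up to 1.74 times more FPKM in inflorescence than in young stem, and the depth of mature stem could not be read. Except where fewer libraries or a higher threshold alone lowers a count, the cause was not tested.

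Unigenes active in all tissues numbered 730 at an FPKM of at least 0.5, 252 at an FPKM of at least 1, 255 at a TPM of at least 1 and 52550 without mature stem, and 42417 were active in exactly 1 tissue without mature stem. At an FPKM of at least 1 and a TPM of at least 1, young stem had 90086 and 98059 and seed 87988 and 94573. The highest r of mature stem with another tissue changed sign without the logarithm, at 0.0436, and was -0.341 with a pseudocount of 0.1, -0.347 with Spearman's rho, -0.290 for unigenes reaching an FPKM of 1 and -0.2553 with TPM. For young stem and inflorescence the same settings gave 0.494, 0.564, 0.478, 0.6936 and 0.689. Without the logarithm young stem joined 1 tissue, pericarp, in place of the 2 leaves.

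The comparison of lists without mature stem also left out unigenes listed at 0 in every remaining tissue. The effects of the library and of these unigenes were not separated. In it, the median pairwise r of the triterpenoid list changed sign, at -0.0030 (percentile 29.1), and was 0.0257 (62.8) for the iridoid and 0.0252 (66.5) for the gallotannin list. With TPM it was 0.139 (percentile 10.5), 0.232 and 0.153 (0.16), for unigenes reaching an FPKM of 1 it was 0.160 (6.16) and 0.243 for the first lists, with percentile 0.33 for gallotannins, and with a pseudocount of 0.1 it was 0.2175 (1.3), 0.351 (0.03) and 0.208 (0.07). The largest group of candidates in a cluster was 6 triterpenoid, 7 iridoid and 4 gallotannin unigenes at r = 0.9, 13 gallotannin unigenes at r = 0.5, 8 iridoid unigenes with Spearman's rho, and 5 iridoid and 5 gallotannin unigenes without mature stem.

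CYPs correlated with an iridoid numbered 20 at a squared rho above 0.85 and 23 with Pearson's r on log2 values. CYPs correlated with at least 50% of the iridoid candidates numbered 0 at rho above 0.85, 10 at rho above 0.5, 2 with Pearson's r, 0 with TPM, 8 over the 10 enzymes and 0 without mature stem. Iridoids with r above 0.8 numbered 8 without mature stem and 1 without pericarp. The share of mature stem FPKM on near-exclusive unigenes was 96.6% below 5%, 94.8% for unigenes with an FPKM of at least 1 in mature stem and 94.5% with TPM, and the median ratio to the other tissues was 0.0023 at an FPKM of at least 100 and 0.0094 for the 169 unigenes with an FPKM of at least 1 in mature stem.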

Differences from the paper's values

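Of the 45 CYPs of Supplementary Table S11, 1 (Unigene073699) had rho above 0.7 with at least 50% of the 31 iridoid candidates, whereas the paper's value is 7. The paper's text counts enzymes and the legend of Fig. 7 counts genes, and neither names a threshold for this correlation. Counted over the 10 enzymes, the unit of the paper's text and an alternative set before the data were examined, 8 CYPs reached 50%, among them all 7 of the paper, so in this unit the number does not differ by more than 1.5 times. Of the other alternatives set before the data were examined, rho above 0.5 gave 10 CYPs, a number within 1.5 times of the paper's but with only 4 of its 7 CYPs. The remaining alternatives differ by more than 1.5 times: rho above 0.85 gave 0, Pearson's r above 0.7 on log2(FPKM + 1) gave 2, TPM in place of FPKM gave 0 and leaving out mature stem gave 0.

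The number of CYPs with rho above 0.85 to at least 1 iridoid was 46, close to the paper's 45, with 44 in common. The paper writes the threshold as a squared coefficient, and the square of rho above 0.85 gave 20 CYPs, all of them among the 45, which differs from the paper's value, as does Pearson's r above 0.85 on log2 values, with 23. The median in place of the mean of the metabolite replicates gave 45, all of them in Supplementary Table S11. Absolute rho above 0.85, leaving out metabolite replicate 1 and leaving out metabolite replicate 4 also included all 45 of the paper's CYPs, among 62, 47 and 47.

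The paper describes young stem and inflorescence as clustered together, which can be read as a pair of their own or as a group with the leaves, and pericarp and seed as separate. Here young stem joined the leaves, and its r of 0.70 with inflorescence was its lowest with any tissue other than mature stem. For inflorescence the same r was its highest with any tissue, ahead of 0.69 with young leaf. With complete linkage, an alternative set before the data were examined, inflorescence joined young stem and the leaves, as in the reading of a group with the leaves, while pericarp and seed formed a pair. The paired leaves and the separate mature stem are as the paper describes.

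The paper describes 1 co-expressed cluster per pathway, and its text names neither the coefficient nor the division of the tree. The number of clusters here depends on the division chosen. At r = 0.7 the triterpenoid candidates lay in 7 clusters, the iridoid candidates in 8 and the gallotannin candidates in 5, and the largest groups in a cluster were 11 of 29, 16 of 31 and 8 of 15. At r = 0.5 the largest groups were 12, 21 and 13.

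The paper describes the expression of the triterpenoid candidates as following all of the triterpenoids. Over 7 tissues rho was positive for 3 of the 4, and -0.21 for 2α-hydroxy oleanolic acid. Without mature stem, an alternative set before the data were examined, rho was 0.71 for ursolic acid, oleanolic acid and 2α-hydroxy ursolic acid, closer to the paper's statement, and -0.03 for 2α-hydroxy oleanolic acid.

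For the iridoid candidates the paper names young stem, then inflorescence and pericarp. The mean z-score gave this order, whereas pericarp came before inflorescence by the median FPKM, 5.89 against 4.59, and by the summed FPKM, 1065 against 823. For the gallotannin candidates the paper names inflorescence after the leaves. The summed FPKM gave this order, with 460.0 in inflorescence and 446 in young stem, but the summed TPM placed young stem before inflorescence. By tally, 6 candidates lay above their own mean in young stem and 4 in inflorescence. The median FPKM was highest in young stem, at 15.7, followed by young leaf at 9.14, pericarp at 8.56 and mature leaf at 7.5.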

Other observations

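The tests of leaving out single tissues other than mature stem, and of iridoids grouped by their rank in mature stem, were chosen only after the results they bear on had been seen. The permutation test of the CYP count was set before, and what its outcome would mean was written down after.

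Several of the most highly expressed pathway unigenes lie outside the candidate lists, and many of them peak in seed; they were chosen after their values were seen. AO Unigene173248 had an FPKM of 284 in seed and 239 in young stem, against 0.87 in inflorescence, and LS Unigene126127 had 195 in seed and 130.3 in young stem. AO Unigene279898 had 173 in seed. The 29 triterpenoid candidates held 28.6% of the summed FPKM of their list in young stem and 6.82% in seed. In the gallotannin list, DAHPS Unigene070183 had 655 in seed against 235 in young leaf and 234 in young stem. DHQS Unigene252093 had 165 in seed and 134 in young leaf, and DHQ/SDH Unigene107206 had 82.4 in seed and 46.1 in young leaf. The 15 gallotannin candidates held 69.7% of the summed FPKM of their list in young leaf and 8.33% in seed, the tissue in which most gallotannins were highest. With 1 library per tissue none of these differences has a replicate check.

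In the iridoid list, the unigene with the highest FPKM outside the candidates was SLS Unigene075938, with 1929 in young leaf, 1470.0 in mature leaf and 965 in young stem, against 8.62 in pericarp and 3.45 in seed. The SLS candidate Unigene137214 peaked in pericarp. 7DLH Unigene120969 had 264 in pericarp, where loganin was highest, and 62.0 in mature leaf, against 8.69 in young stem. 8HGO Unigene035769 had 224 in mature leaf and 203 in young leaf.

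In the screen of CYPs, 46 had rho above 0.85 with at least 1 iridoid, and relabelling the tissues gave a median of 17 and at most 89. With a one-sided exact permutation p of 0.104, chance agreement of tissue ranks could not be excluded. The 9 iridoids with mature stem among their 3 highest tissues had 0 pairs above the threshold over 7 tissues and 47 without mature stem, and the 6 other iridoids had 71 and 43. Mature stem was the lowest or tied lowest tissue for 184 of the 262 CYPs, and the ranks let none of these pass with such an iridoid under any order of the other tissues. Over all 262 CYPs the ranks left 5 able to pass, so they account for the missing pairs of nearly all CYPs without fixing the number at 0. The gain of 47 pairs was not tested against chance, since relabelling counted CYPs over all iridoids and not pairs of these 9. The median of that count was 17 over 7 tissues and 24 without mature stem, whereas the pairs of the 6 other iridoids fell. With so few CYPs able to pass over 7 tissues, no conclusion is drawn from the gain. A shared regulation of these CYPs and the iridoids stays open and was not tested.

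The iridoid candidates had r above 0.8 with 0 of 15 iridoids over 7 tissues and with 8 without mature stem. The explanation that leaving out any 1 tissue raises r is argued against by the other tissues, since leaving out pericarp gave 1 iridoid and leaving out each of the other 5 gave 0. It stays open whether the candidates follow these iridoids in mature stem too, because 94.7% of the summed FPKM of that library lies on unigenes near-exclusive to it and its RNA may come from another source.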
